# Chickpea shows genotype-specific nodulation responses across soil nitrogen environment and root disease resistance categories

**DOI:** 10.1186/s12870-021-03102-6

**Published:** 2021-07-01

**Authors:** Krista L. Plett, Sean L. Bithell, Adrian Dando, Jonathan M. Plett

**Keywords:** Genotype specificity, Soil N environment, Rhizobia, Nodulation regulation, Nodule nitrogen production, Transcriptomic analysis, Root disease resistance

## Abstract

**Background:**

The ability of chickpea to obtain sufficient nitrogen via its symbiotic relationship with *Mesorhizobium ciceri* is of critical importance in supporting growth and grain production. A number of factors can affect this symbiotic relationship including abiotic conditions, plant genotype, and disruptions to host signalling/perception networks. In order to support improved nodule formation in chickpea, we investigated how plant genotype and soil nutrient availability affect chickpea nodule formation and nitrogen fixation. Further, using transcriptomic profiling, we sought to identify gene expression patterns that characterize highly nodulated genotypes.

**Results:**

A study involving six chickpea varieties demonstrated large genotype by soil nitrogen interaction effects on nodulation and further identified agronomic traits of genotypes (such as shoot weight) associated with high nodulation. We broadened our scope to consider 29 varieties and breeding lines to examine the relationship between soilborne disease resistance and the number of nodules developed and real-time nitrogen fixation. Results of this larger study supported the earlier genotype specific findings, however, disease resistance did not explain differences in nodulation across genotypes. Transcriptional profiling of six chickpea genotypes indicates that genes associated with signalling, N transport and cellular localization, as opposed to genes associated with the classical nodulation pathway, are more likely to predict whether a given genotype will exhibit high levels of nodule formation.

**Conclusions:**

This research identified a number of key abiotic and genetic factors affecting chickpea nodule development and nitrogen fixation. These findings indicate that an improved understanding of genotype-specific factors affecting chickpea nodule induction and function are key research areas necessary to improving the benefits of rhizobial symbiosis in chickpea.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-03102-6.

## Background

The majority of legume and pulse crops are able to supplement their nitrogen (N) nutrition by forming a symbiotic association with N-fixing rhizobial bacteria. Farmers utilize this symbiotic relationship with rhizobia to counter nutrient limitations in soils as these bacteria can provide up to 97% of a plants total N requirements [1]. Further, because these symbioses are responsible for returning significant N into agricultural soils globally [2], they reduce the need for costly fertiliser applications. Unlike other diazotrophic bacteria that fix N while living freely in the soil, rhizobia must first colonise plant roots, forming specialised root organs called nodules. The formation of these nodules is controlled both by a series of abiotic cues and a number of important signalling events between the bacteria and the plant host. Chickpea (*Cicer arietinum*) is a legume of major economic value for food production, with chickpeas consistently being the second or third largest pulse crop grown around the world with nearly 11 million hectares in production [3]. Despite the formation of a functional symbiotic relationship between chickpea and the rhizobial species *Mesorhizobium ciceri*, N-fixation in chickpeas is limited as compared to other pulses. Field studies show that the chickpea-*M. ciceri* symbiosis often only fixes sufficient N to support plant growth with little or no enhancement of soil N concentrations after harvest [4, 5]. In addition, competition between inoculated and endemic but less efficient *Mesorhizobium* strains, as well as soil environment effects both affect successful symbiosis with chickpea [6]. Therefore, a better understanding of the factors that could improve the benefit of this symbiotic association would be advantageous in agriculture.

Abiotic factors such as soil moisture, pH and plant nutrient availability in soils have been identified as affecting nodule formation and N-fixation. With regards to soil nutrients, chickpea nodulation and N-fixation responses are highly dependent on plant available N concentrations in soils. For example, the chickpea var. Tyson, which receives between 60–80% of its N requirements from symbiotic fixation at soil nitrate concentrations between 20–90 kg nitrate/ha, shows a logarithmic decline to less than 25% dependency on its bacterial partner at > 125 kg nitrate/ha [7]. This research suggests that if chickpea crops are planted in moderate to high nitrogen containing agricultural soils, this negative feedback of nitrogen on N-fixation will lead to greater crop reliance on soil N. This will limit the ability of chickpea to enhance soil N for a following crop and reduces the sustainability of this particular legume in agriculture rotations. Therefore, it will become increasingly desirable to identify or breed genotypes that are less sensitive to high levels of plant-available N in soils to maintain the ability to form and acquire N from rhizobial symbiosis.

Understanding how genotype supports nodulation and N-fixation in chickpea is also important to maximise the benefit of N-fixation and reduce reliance on nitrogenous fertilisers. Surprisingly there have been few large-scale studies comparing chickpea nodulation and nitrogen production across multiple genotypes, with a recent review on this topic only citing two studies [8]. One study compared three American and three Middle Eastern chickpea varieties while the second compared 39 chickpea lines from a USDA collection [9, 10]. This latter study demonstrated that genotype vigour, as indicated by total plant biomass, was one of the most important factors affecting N-fixation, accounting for one third of the variation in N-fixation across the accessions [10]. This vigour was considered to be related to a larger plant biomass providing a stronger N sink [10]. Genotypes bred to exhibit increased disease resistance may also affect rhizobial symbiosis in chickpea. The productivity and profitability of chickpea crops are undermined each year by a range of root diseases, including Phytophthora root rot (PRR; caused by *Phytophthora medicaginis*) and Fusarium wilt (FW, caused by *Fusarium oxysporum* f.sp. *ciceris*). While the breeding of elite disease-resistant varieties is one of the most effective means used to combat diseases, especially root diseases [11, 12], genotype-based differences in nodulation and the proportion of plant-N derived from fixation were shown between PRR susceptible and moderately resistant chickpea varieties [13]. These differences were attributed to increases in the general basal defense processes of the moderately resistant varieties that, inadvertently, also compromised mutualist symbiosis [13]. Therefore, plant genotypes that support rhizobial symbiosis in chickpea need to be further investigated.

Until recently, sufficient genetic tools have not been available in chickpea to refine our understanding of the molecular bases of nodulation, but the release of 1 full and 29 re-sequenced genomes of chickpea [14] can facilitate the identification of genes related to the establishment of nodulation, and help understand how these interact with disease resistance response pathways, nitrogen perception and transport. The initial steps of nodule formation have been well studied in model legumes such as *Medicago truncatula* and *Lotus japonicus* [15]. From these systems, the general model is that upon perception of rhizobia, plant secondary metabolites, dominated by flavonoid compounds, are secreted by the host root and taken up by rhizobia leading to the production of secreted bacterial Nod-factors [16, 17]. These bacterial signals are perceived by host plant LysM receptor-like kinases, which induce a signalling cascade in the plant root called the Common Symbiosis Signalling Pathway (CSSP) and the induction of plant hormone pathways including cytokinin and auxin [18, 19]. Interruptions in these signalling steps can reduce the efficiency of nodulation or halt it altogether. Legumes also have a feedback signalling loop to control nodulation as, while an increased number of nodules may improve host plant N, excessive numbers of nodules negatively impact plant health due to the energy costs to the plant of both nodule formation and maintenance. Called the Autoregulation Of Nodulation (AON) feedback mechanism (reviewed by Ferguson et al. [20]), this pathway is regulated both by internal factors to the plant as well as by abiotic factors, particularly soil plant-available N [21–23]. It is likely that as we expand the number of model legume systems studied, that further genetic factors supporting nodulation will be found and, as such, the factors that affect these signalling events are an area of active research globally.

In this current study, we sought to further understand how *Mesorhizobium ciceri* (CC1192 [24]) inoculated chickpea genotypes differed in nodulation and nodule function. First, we consider how external factors (i.e. plant-available N) interact with genotype, as well as how intrinsic factors such as quantitative and qualitative disease resistance may alter nodulation potential. Using transcriptomic profiling of a core set of high- and low-nodulating chickpea genotypes, we then sought to understand what differential gene transcription supports high nodulation. Altogether, the results of this study inform our greater understanding of how host genotype and gene regulation affect symbiotic nodule formation and function and is an important step forward in identifying what genetic factors enable chickpea to benefit from rhizobia.

## Results

### Nodule formation in chickpea varies with soil conditions in a genotype-specific manner

Six genotypes of chickpea (Sonali, PBA HatTrick, Jimbour, Moti, Kyabra and Yorker) were grown in soils with varying plant-available nitrogen (N): paddock soil with nitrate-based fertilizer (highest plant-available N; HN), paddock soil without N fertilizer (moderate plant-available N; MN) and paddock soil cut with sand (2 parts sand to 1 part soil; lowest plant-available N; LN). We found that chickpea genotype significantly interacted with soil N treatment for nodule formation (*P* < 0.001; Table 1a). The differential impact of genotype on how soil N treatment affected nodulation was seen in varieties such as PBA HatTrick, which had no significant change in nodule numbers across the N treatments, whereas others like Moti and Yorker had significantly more nodules in MN compared to HN soil. Genotype root dry weight values also significantly interacted with soil N treatment (*P* < 0.001). PBA HatTrick had a higher root dry weight than Yorker in both LN and HN soil, but in the MN soil Yorker had a higher root dry weight than PBA HatTrick (Table 1b). Similarly, a genotype by soil N interaction was observed for nodule numbers normalised for differences in root dry weight (*P* < 0.05; Table 1c) whereby all genotypes had significant increases in the number of nodules/mg root from the HN to the MN soil. Conversely, nodule numbers/mg root significantly decreased from the MN to the LN soil treatments for all genotypes with the exception of Jimbour and Sonali, indicating genotype specific thresholds of soil plant available N required to support optimal nodulation in chickpea.

**Table 1:** a) Number of nodules per plant b) root dry weight (g) and c) number of nodules per g of root tissue from the six genotype experiment with three soil nitrogen treatments: high nitrogen (HN, paddock soil + N), medium nitrogen (MN, paddock soil no N) and low nitrogen (LN, sand:soil 2:1). Measurements taken 6 weeks post-inoculation with rhizobia. Standard error of the differences among means (SED) and least significant difference (LSD) values included

**Variety/media**	LN	MN	HN
	Sand:Soil	Paddock -N	Paddock + N
**a) Number of Nodules**			
**Jimbour**	23.3	49.3	16.0
**Kyabra**	24.7	40.0	33.7
**Moti**	35.0	64.3	34.0
**PBA HatTrick**	17.0	27.0	13.3
**Sonali**	28.7	42.3	22.3
**Yorker**	24.7	89.0	18.3
**SED**	7.90		
**LSD**	16.03		
**b) Root dry weight, mg**			
**Jimbour**	130.0	244.1	243.7
**Kyabra**	166.8	155.4	271.9
**Moti**	201.0	254.1	217.5
**PBA HatTrick**	293.3	134.9	295.0
**Sonali**	163.8	185.1	156.6
**Yorker**	182.8	300.6	187.7
**SED**	35.94		
**LSD**	73.4		
**c) Number Nodules/mg root**			
**Jimbour**	0.22	0.21	0.07
**Kyabra**	0.10	0.25	0.12
**Moti**	0.18	0.25	0.16
**PBA HatTrick**	0.09	0.20	0.05
**Sonali**	0.17	0.23	0.14
**Yorker**	0.14	0.30	0.10
**SED**	0.034		
**LSD**	0.070		

The relationship between measured plant metrics (root and shoot dry weights, total plant weight and root:shoot ratio) and the number of nodules showed the strongest correlation coefficient (0.640) for shoot dry weight (Supplemental Table SM1). Further regression based evaluation, however, showed that shoot dry weight alone was not a strong predictor of nodule number (r^2^ 39.5), but that shoot dry weight in conjunction with soil N as factors accounted for a substantial amount of the variation in nodule numbers (r^2^ 71.9; Fig. 1). The N treatment with the smallest slope incline was the HN treatment, suggesting that nodule number is less crucial to plant dry weight in well fertilised conditions, while the MN treatment slope had the steepest incline.

**Fig. 1:**
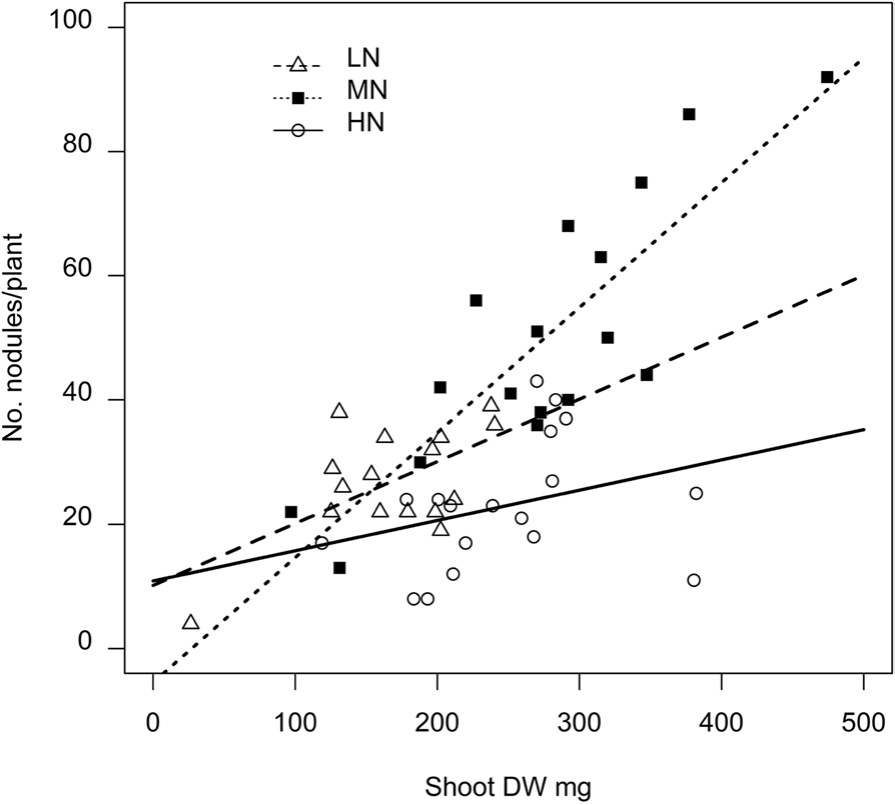
Chickpea shoot dry weight and soil N environment account for the number of nodules per plant. Linear regression plot of shoot dry weight (DW) for the six genotypes of chickpea grown with three levels of available N (HN (paddock soil + N), MN (paddock soil—N) and LN (sand:soil 2:1)) as predictors of the numbers of nodules per plant, *r*^2^ = 71.9, standard error of observations 9.97

### Genotype dependent nodule formation in chickpea is not significantly related to root disease resistance rating

Given the significant effect of chickpea genotype on nodule formation and previous research suggesting that breeding for root disease resistance may impact nodulation [13], we expanded our study to a set of 29 chickpea genotypes sourced from either Australia or India with differing root disease resistance levels and type (i.e. quantitative for PRR vs. qualitative for FW) and grown at a single N level, results for all genotypes and the corresponding root disease resistance categories are presented in Supplemental Table SM2. Similar to earlier experiments with fewer varieties, the average number of nodules per plant differed significantly among chickpea genotypes (Fig. 2a). Comparison of the genotypes according to their respective FW or PRR disease resistance categories showed that for the FW resistance category comparisons (i.e. based on qualitative resistance) there were no significant differences in nodulation parameters and nodule performance (*P* > 0.05; Fig. 2b, Table 2a). Similarly, for the PRR resistance category comparisons (i.e. based on quantitative resistance) there was no evidence for significant differences in nodulation parameters and nodule performance (*P* > 0.05), although it was notable that the PRR moderately resistant group had lower nodule/g root values than the other two categories at the *P* < 0.10 level (Table 2b). Comparisons of the two geographic sources of genotypes showed contrasting trends (Table 2c). For the plant nodulation parameter, the Indian genotypes as a group had significantly more nodules per plant than the Australian bred genotypes (*P* < 0.01), but for the nodule performance results the Australian bred genotypes had significantly higher real-time N-fixation values per nodule than the Indian sourced genotypes (*P* < 0.01). To allow comparison of the range of genotype values in each geographic source group to previous studies, the ratio between the largest and smallest value (L:S ratio) was calculated for each group (Supplemental Table SM2). The Australian and Indian groups had similar a L:S ratio for the number of nodules per plant (values of 3.3 and 4.7, respectively) and nodules/g root (values of 4.1 and 4.2, respectively), but for shoot and root weights the Indian group had double the L:S ratio of the Australian group. Relationships between nodulation and plant growth related variates were evaluated across all 29 genotypes, the strongest correlation (0.568, *P* < 0.05) was between shoot DW and the number of nodules per plant (Supplemental Table SM3).

**Fig. 2:**
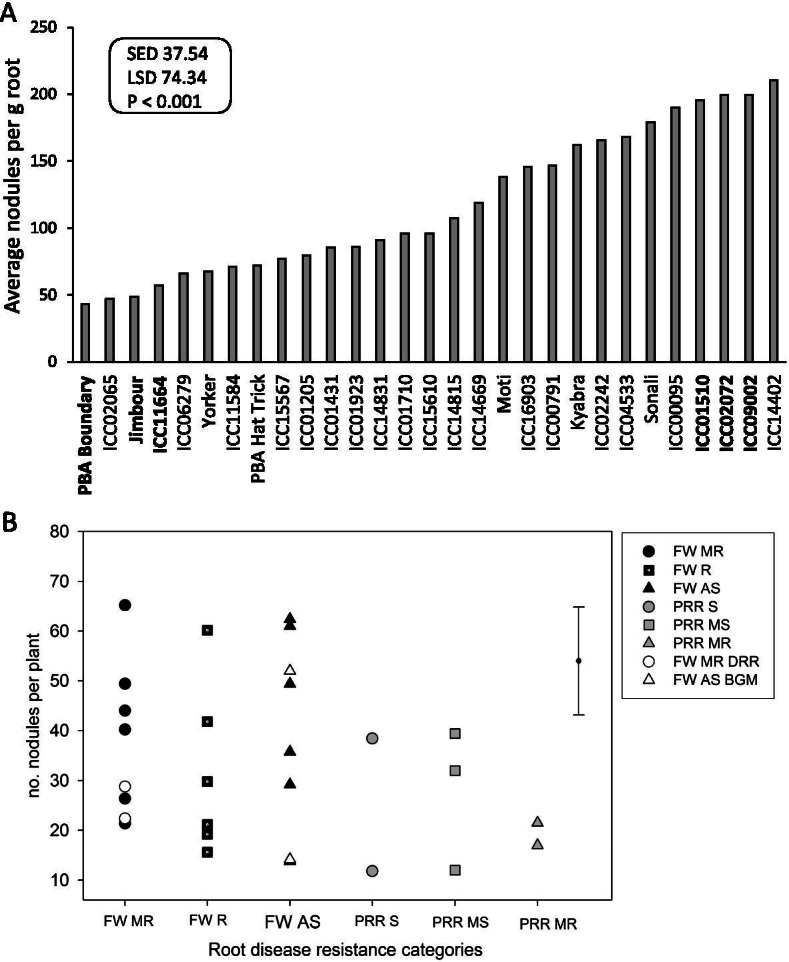
Number of nodules formed per plant varies by genotype but is not linked to root disease resistance categories. **A** Average number of nodules formed per g root for 29 genotypes of chickpea, with SED, LSD and *P* values presented, *N* = 5 per genotype. Genotypes in bold were selected for further transcriptomic study. **B** Genotype root disease resistance categories by the average number of nodules per plant for 22 lines with differing Fusarium wilt (FW) resistance categories (MR moderately resistant, R resistant, AS asymptomatic) and seven lines with differing Phytophthora root rot (PRR) resistance (S susceptible, MS moderately susceptible, MR moderately resistant). Two FW MR genotypes also have resistance to Dry Root Rot (DRR) and two FW AS genotypes also have resistance to Botrytis Grey Mould (BGM). The LSD value of 21.7 is presented as an error bar, *N* = 5. All specific genotypes values in each figure are provided in Supplementary Table SM2

**Table 2:** Results for disease resistance category and genotype source comparisons for 29 chickpea genotypes for the variates of number of nodules/plant, number of nodules/g root, and ethylene production per nodule (ppm/g) for comparisons of a) Fusarium wilt (FW) disease resistance categories: moderately resistant (MR); resistant (R) and asymptomatic (AS); b) Phytophthora root rot (PRR) disease resistance categories: susceptible (S); moderately susceptible (MS), and moderately resistant (MR); and c) genotype source group of Indian (IND) and Australian genotypes (AUS). *P* values, standard error of differences (SED) and least significant difference (LSD) values

**a) FW groups**						
	**FW MR**	**FW R**	**FW AS**	***P***	**SED**	**LSD**
**No. Nodules**	41.1	30.9	40.9	0.183	6.44	12.79
**No. nodules/g root**	123.4	110.6	129.4	0.596	19.88	39.45
**Ethylene/g nodule**	704	1545	1198	0.135	419.0	831.7
**b) PRR groups**						
	**PRR S**	**PRR MS**	**PRR MR**	***P***	**SED**	**LSD**
**No. Nodules**	25.1	28.9	19.3	0.253	6.24	12.76
**No. nodules/g root**	111.2	121.1	69.9	0.091	25.19	51.51
**Ethylene/g nodule**	1305	3064	2813	0.296	1255.0	2566.8
**c) Source group**						
	**IND**	**AUS**		***P***	**SED**	**LSD**
**No. Nodules**	38.0	25.3		0.006	4.51	8.93
**No. nodules/g root**	121.9	105.2		0.244	14.28	28.24
**Ethylene/g nodule**	1154	2452		0.001	390.5	772.6

### Chickpea genotypes exhibit similar transcriptomic profiles prior to rhizobial exposure

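Gene expression was measured by RNA sequencing in roots of 3 chickpea genotypes that form many nodules (ICC1510, ICC2072 and ICC9002) and 3 that form few (ICC11664, Jimbour and PBA Boundary). Plants in sterilized soil received *Mesorhizobium ciceri*, the rhizobium that nodulates chickpea, or a mock solution, and roots were harvested 3 days later. The labels describe 3 biological replicates for each of the 12 combinations of genotype and treatment. The authors mapped the reads to the desi chickpea genome of ICC4958 and deposited the number of reads counted on each gene, as whole numbers without normalization. Inoculated ICC9002 has fewer replicates than its labels state, because its columns for replicates 2 and 3 hold the same count for every gene. In the other 35 pairs of replicates at most 9.12% of genes had the same count, so the identical columns, which differed by less than the sampling noise, were counted as 1 sample. This left 35 libraries, with n = 2 for inoculated ICC9002 and n = 3 for every other group.

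Between 9201226 and 25500169 reads per library were counted on genes, with a median of 14949072. The median was 16431960 in the 18 mock inoculated libraries and 13250707 in the 17 inoculated libraries. Totals in mock inoculated roots ranged from 11565821 to 21088994 in ICC1510 (median 12381666), from 13684645 to 21925477 in ICC2072 (median 17487885) and from 14211058 to 18770604 in ICC9002 (median 16877216). In the mock inoculated low nodulation genotypes they ranged from 14416303 to 16220471 in ICC11664 (median 14975073), from 14135942 to 17732655 in Jimbour (median 16643449) and from 15909711 to 25500169 in PBA Boundary (median 21071755). After inoculation they ranged from 11811460 to 12340003 in ICC1510 (median 11819587) and from 9201226 to 10134455 in ICC2072 (median 10013757), and were 15760607 and 17936392 in ICC9002. The inoculated low nodulation genotypes had from 13250707 to 17619038 reads in ICC11664 (median 13294791), from 12466872 to 18576845 in Jimbour (median 13456050) and from 12415064 to 23395711 in PBA Boundary (median 14949072).

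The deposited counts have the pattern of a filter applied separately in each genotype. Within a genotype a gene either has a count of 0 in all columns, or reaches a sum of at least 10 in the mock or in the inoculated columns. A total of 2848 genes (11.0%) are listed at 0 throughout at least 1 genotype and counted in another, so a value of 0 in these genes stands for no or low expression. Differences were tested with edgeR's quasi-likelihood F test after TMM normalization, with 1 coefficient for each group, in 25686 genes that had a mean of at least 5 counts in at least 1 of the 12 groups. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1. In simulated counts with the spread of these libraries, the test for 1 genotype recovered 67.5% of 200 genes given a log2 fold change of 2 and called 6 of the other genes. Real ICC1510 libraries split so that the treatments were mixed gave 0 to 1790 genes, so the 6 need not hold in that genotype.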

Six chickpea genotypes evenly split between high (ICC9002, ICC1510, ICC2072) and low (ICC11664, Jimbour, PBA Boundary) levels of nodulation were chosen based on the data above to study the difference in pre-symbiosis relative gene expression. 

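For the principal components of the 18 mock inoculated libraries, counts of 25686 genes were rlog transformed with DESeq2 and analysed with mixOmics, centred and not scaled. The first component held 21.9% of the variance and the second 11.7%. Over all genes, genotype accounted for 34.2% of the squared distances between libraries, where 29.4% would be expected without a difference between genotypes (permutation test with 100000 permutations, p = 0.0624, which takes no account of replicate number). Libraries of the same genotype lay 61.1 ± 12.8 rlog units apart (mean and SD of 18 pairs) and libraries of different genotypes 64.0 ± 10.6 (SD, 135 pairs). This share moved most with log2 CPM (counts scaled to library size) in place of rlog, to 44.4% (permutation test, p = 1e-05, the smallest that 100000 permutations give).

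On the second component the mean of ICC1510 lay 1.09 SD from the mean of the other 5 genotypes (two-sided exact permutation test over 816 assignments, p = 0.0858), and on the first 0.753 SD (exact permutation test, p = 0.25). With rlog computed on the mock inoculated libraries alone, the distance on the second component was 1.89 SD and past the threshold (exact permutation test, p = 0.00123). Replicate number went with the first component, which was lowest in replicate 1 and highest in replicate 3 in all 6 genotypes (exact permutation test, p = 0.000129). With the means of the replicate numbers removed, a setting chosen after seeing the data, genotype accounted for 42.5% of the squared distances. Without a difference 33.7% would be expected, so this share was past the threshold (permutation test, p = 0.00029), unlike the 34.2% above.

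**Figure D1:**
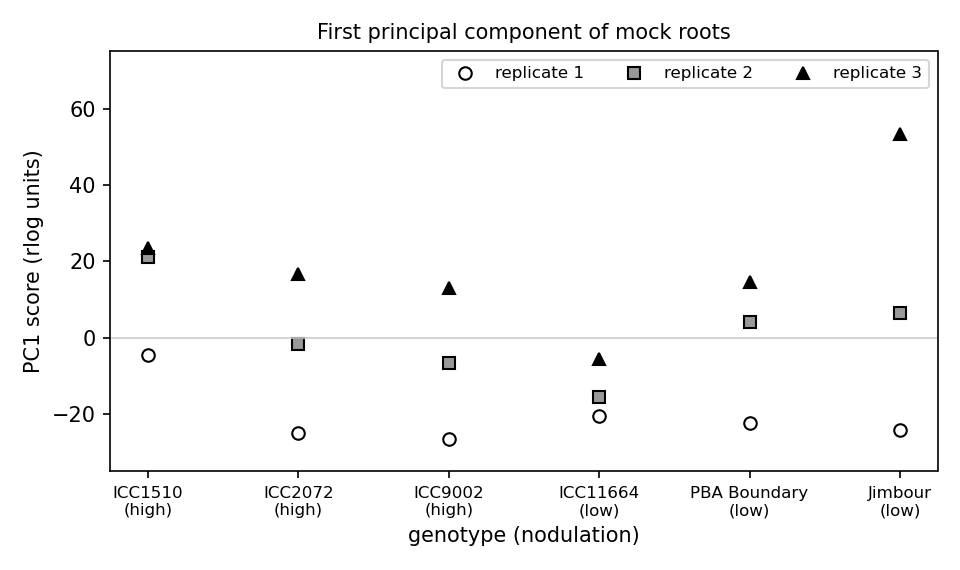
Scores of the 18 mock inoculated libraries on the first principal component of rlog values, by genotype, with a symbol for each replicate number. In all 6 genotypes replicate 1 has the lowest score and replicate 3 the highest.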

Principle components analysis (PCA) of count data for all expressed genes (normalized and rlog transformed) from roots growing in the absence of rhizobia demonstrated that, with the exception of ICC1510 that partially separated from the group, all tested chickpea genotypes had a similar gene expression profile, with variability between genotypes being similar to that found within replicates (Fig. 3a). Similarly, relative gene expression in three different pathways associated with host rhizobial signalling and the initiation of nodulation—the CSSP, N-sensing/transport pathways, and flavonoid production pathways—was relatively consistent across all genotypes, regardless of each genotype’s nodulation potential (Fig. 3b-d). 

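In mock inoculated roots, 1080 of 25333 genes tested differed between the 6 genotypes at an adjusted p under 0.05 (edgeR's F test over all genotypes). Of these, 753 (69.7%) are listed at 0 in a whole genotype, and 185 genes differed when only genes listed above 0 in every genotype were tested. Between the 3 high and the 3 low nodulation genotypes, taken as fixed groups, 354 genes differed by more than 1 on the log2 scale, 174 higher and 180 lower in the high genotypes. As many as 258 of these (72.9%) are listed at 0 in a genotype, and 67 genes differed without such genes. With 1 mock inoculated library left out, the count between high and low genotypes fell to between 196 and 321.

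Of the 137 genes that Table SM5 assigns to the pathways, 126 were tested. Between high and low nodulation genotypes 4 of them differed at an adjusted p under 0.05 over all genes, each by more than 1 on the log2 scale, and 5 did when adjusted over the list alone. Among the 6 genotypes 5 of the 126 differed by edgeR's F test, and 5 when adjusted over the list alone. The median absolute log2 difference between high and low genotypes was 0.20 over the 126 genes, 0.11 over 13 genes of the CSSP, 0.18 over 15 nitrogen transport genes and 0.30 over 27 flavonoid biosynthesis genes. The gene that passed only over the list alone was Ca_13244, the NSP2 homologue of the CSSP, at a log2 difference of 0.60 (list adjusted p = 0.0498), and the gene that passed only among the 6 genotypes was a flavonoid 3'-monooxygenase, Ca_02924 (adjusted p = 0.0281). Both were singled out after their values were seen.

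Of the 4 genes that differed, Ca_14179 (flavonol synthase) had a log2 difference of 3.18 (standard error 0.30, adjusted p = 4.63e-06), but did not split by nodulation. Its mean was 9.40 CPM in ICC1510, 13.6 in ICC2072, 10.6 in ICC9002 and 11.0 in Jimbour, against 0.429 in PBA Boundary and 0.370 in ICC11664. A second flavonol synthase, Ca_22636, was 2.07 higher on the log2 scale in the high genotypes (standard error 0.29, adjusted p = 0.000762), where each of the 9 libraries had at least 4.26 CPM, against at most 2.69 in the 9 libraries of the low genotypes. The GH3 gene Ca_20291 was lower in the high genotypes, at a log2 difference of -1.02 (standard error 0.18, adjusted p = 0.00767). Its means were 39.5 to 67.6 CPM in the high genotypes and 95.8 to 110 in the low ones. Over genotype means, Ca_22636 and Ca_20291 reached p = 0.1 in a two-sided exact permutation test, the smallest p that 3 genotypes against 3 allow. The fourth gene, also singled out after its value was seen, was the chalcone isomerase family gene Ca_11186, at a log2 difference of 1.63 (adjusted p = 0.0141). It was low in Jimbour and PBA Boundary, at 27.5 and 20.5 CPM, and high in ICC11664, at 254 CPM, against 106 to 233 in the high genotypes. From the principal components and these pathways, the paper concludes that the genotypes had similar expression before symbiosis, apart from the exceptions it lists.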

There are a few exceptions to this general observation, however. 

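The chalcone synthase genes Ca_13666, Ca_22255, Ca_22256 and Ca_22257 all had a lower mean in the mock inoculated roots of the 3 high nodulation genotypes, by less than 1 on the log2 scale. Log2 differences between high and low genotypes were -0.50 for Ca_13666, -0.57 for Ca_22255, -0.83 for Ca_22256 and -0.81 for Ca_22257. None passed the adjustment over all genes in edgeR, with an adjusted p of 0.865, 0.740, 0.523 and 0.205 in the same order. Over genotype means, each of the 4 genes gave p = 0.2 in a two-sided exact permutation test, since their order does not follow nodulation throughout. For Ca_22257 the means were 4.95 ± 1.29 CPM in ICC1510, 7.74 ± 1.64 in ICC2072 and 11.9 ± 4.70 in ICC9002, and 9.50 ± 3.96 in ICC11664, 12.7 ± 3.74 in Jimbour and 20.9 ± 14.2 in PBA Boundary (SD, n = 3). The adjusted p of Ca_22257 was under 0.05 only without PBA Boundary mock replicate 1 (0.0483, at a log2 difference of -0.94, which is short of 1), and ranged up to 0.439 over the settings and libraries left out.

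The flavonoid methyltransferase Ca_24494 had a log2 difference of -0.71 (standard error 0.25, adjusted p = 0.259). Its mean was 18.3 ± 4.90 CPM in ICC1510, 21.8 ± 14.4 in ICC2072 and 27.8 ± 9.00 in ICC9002, below 35.9 ± 7.46 in Jimbour, 37.2 ± 19.2 in PBA Boundary and 37.7 ± 13.5 in ICC11664 (SD, n = 3). Over genotype means this order gave p = 0.1, the smallest that the exact permutation test allows. Without ICC2072 mock replicate 1 the difference was -0.94 (adjusted p = 0.0442), and the adjusted p ranged up to 0.518 with other libraries left out.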

The genotypes forming more nodules also have lower levels of expression of chalcone synthase genes (Ca_13666, Ca_22255, Ca_22256, and Ca_22257; Fig. 3d), which are near the top of the flavonoid biosynthetic pathways, and a flavonoid methyltransferase (Ca_24494; Fig. 3d). Flavonoids, while being chemi-attractants for rhizobial bacteria, are also involved in plant defence pathways [25]. The homologue of DMI1 (Ca_02780), part of the CSSP, was most highly expressed in the two varieties forming the fewest nodules (Fig. 3b). 

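In mock inoculated roots the mean of Ca_02780 was 62.4 ± 21.9 CPM in PBA Boundary and 58.7 ± 28.7 in Jimbour, against 54.0 ± 11.3 in ICC2072, 52.4 ± 9.51 in ICC9002, 49.0 ± 2.37 in ICC11664 and 47.1 ± 1.99 in ICC1510 (SD, n = 3). PBA Boundary and Jimbour were above the other 4 genotypes by 0.17 on the log2 scale, less than the spread of their own replicates (two-sided exact permutation test over 18564 assignments of libraries, p = 0.365). Over genotype means the exact permutation test gave p = 0.133, where the smallest that 15 assignments allow is 0.0667. Between high and low nodulation genotypes the log2 difference was -0.12 (standard error 0.18, adjusted p = 1.0 in edgeR), and 0.01 without Jimbour mock replicate 1.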

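For the nitrate transporters Ca_18399 (NRT2.1) and Ca_19740 (NRT1.2), the spread between replicates was compared with that between genotypes in mock inoculated roots. The mean of Ca_18399 ranged from 17.9 ± 12.2 CPM in PBA Boundary to 118 ± 87.0 in ICC11664 (SD, n = 3), with 85.5 ± 59.8 in ICC1510, 61.4 ± 71.8 in ICC2072, 55.1 ± 60.5 in Jimbour and 35.5 ± 37.5 in ICC9002. Its replicates followed their number, with the lowest value in replicate 3 in all 6 genotypes (exact permutation test over the numbers, p = 0.00553). The mean of Ca_19740 ranged from 44.1 ± 6.62 in ICC1510 to 68.4 ± 17.5 in Jimbour. Differences among the 6 genotypes were within the spread for Ca_18399 (adjusted p = 0.748, edgeR's F test) and Ca_19740 (adjusted p = 0.858). Between high and low nodulation genotypes the log2 difference was 0.25 for Ca_18399 (standard error 0.63), which became -0.28 without ICC2072 mock replicate 1 and -0.20 without ICC9002 mock replicate 2, and -0.21 for Ca_19740 (standard error 0.16).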

Expression of the high affinity nitrate importers Ca_18399 and Ca_19740 (NRT2.1 and NRT1.2 homologues respectively) were also variable across the genotypes (Fig. 3c).

**Fig. 3:**
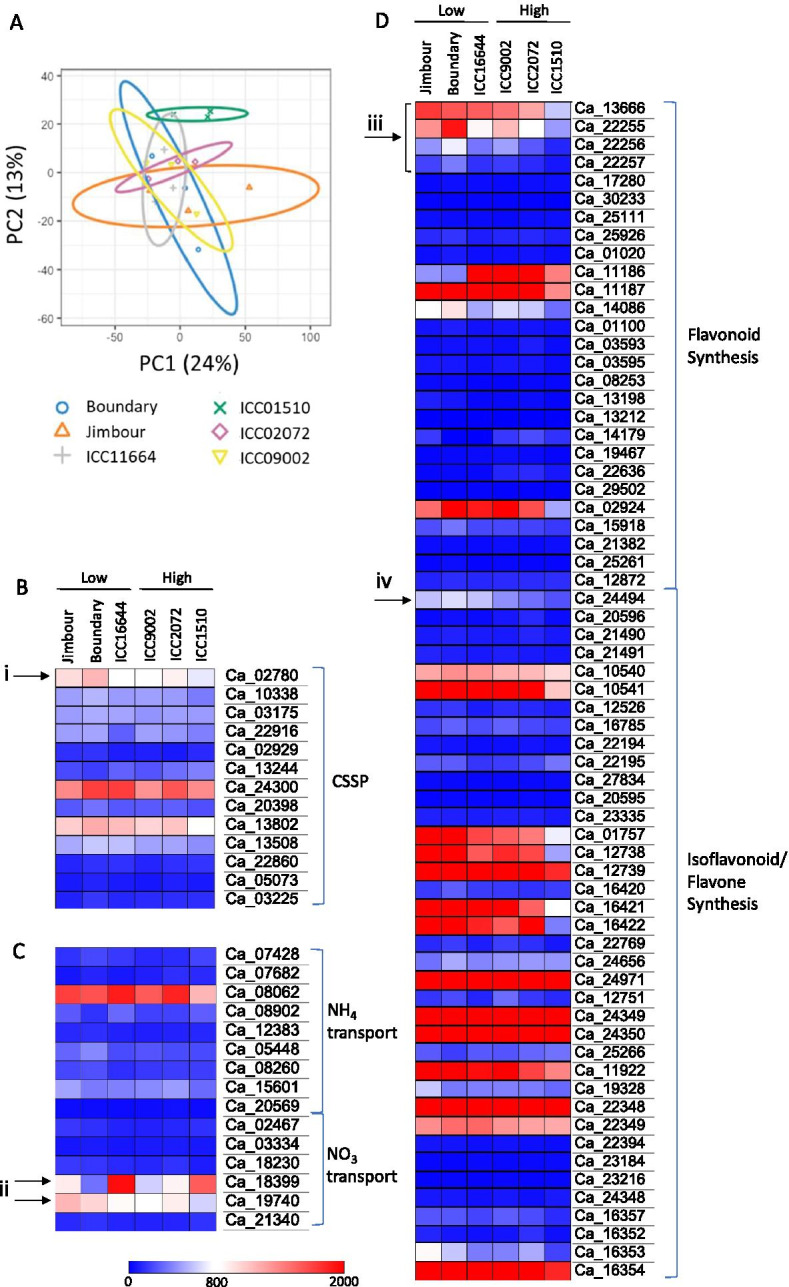
Six chickpea genotypes with differing nodulation ability have similar transcriptomic profiles. **A** PCA plot of normalized and rlog transformed RNAseq count data for the roots of 6 chickpea genotypes grown in sterile soil. 95% confidence ellipses for each genotype are shown. **B**-**D** Normalized gene expression for genes known to be involved in **B** the common symbiotic signaling pathway (CSSP), **C** nitrogen transport and **D** flavonoid biosynthesis pathways in the roots of six chickpea genotypes grown in sterile soil. Genes indicated with arrows are (i) DMI1 (ii) high-affinity nitrate transporters, (iii) chalcone-synthase homologues or (iv) a flavonoid methyltransferase

### Alterations to transcription in nodulation pathways following *M. ciceri* exposure do not mirror observed nodulation potentials in chickpea

Exposure to *M. ciceri* caused a number of genes to be differentially regulated in the chickpea roots 3 days post inoculation. 

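Inoculated and mock inoculated roots were compared within each genotype by 1 contrast for each genotype in the fit of all 35 libraries. Among 25686 genes, 5371 were differentially regulated in ICC1510 (3391 up, 1980 down), 305 in ICC2072 (183 up, 122 down) and 1, which was up, in ICC9002. In the low nodulation genotypes 77 were differentially regulated in ICC11664 (23 up, 54 down), 37 in PBA Boundary (13 up, 24 down) and 4 in Jimbour (3 up, 1 down). In ICC1510 and ICC2072 the choice of libraries moved the count most, to 13 and 1 with edgeR fitted to the libraries of the genotype alone, a setting that gave 993 in ICC11664. At an unadjusted p the counts rose to 585 in ICC9002, 1441 in PBA Boundary and 418 in Jimbour. DESeq2, which the paper used, gave 6019, 635, 44, 411, 201 and 26 genes for ICC1510, ICC2072, ICC9002, ICC11664, PBA Boundary and Jimbour in a fit of all libraries. Of the genes called in ICC2072, 139 were also called in ICC1510, 133 of them in the same direction. All 32 genes shared by ICC2072 and ICC11664, all 49 shared by ICC1510 and ICC11664 and all 12 shared by ICC1510 and PBA Boundary had the same direction in both genotypes of the pair.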

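In ICC1510 the number of genes called rested in part on single libraries. Without inoculated replicate 2 it was 2113, without inoculated replicate 3 it was 8478, and without mock replicate 2 or 3 it was 3346 or 3330. Across genes, which are not independent replicates, the log2 CPM of inoculated replicate 2 had a mean correlation of 0.808 with those of the other libraries, each of which reached at least 0.890. The median SD of a gene between the inoculated replicates of ICC1510 was 0.825 on the log2 scale, against 0.256 to 0.491 in the other groups. The fit of all libraries assumes the same dispersion of a gene in every group, so it may understate the spread of inoculated ICC1510. Other splits of the ICC1510 libraries, which mix the treatments, called 0 to 1790 genes in this fit. Part of the 5371 genes may therefore reflect this spread. The median absolute log2 fold change over all genes was 0.73 in ICC1510, followed by 0.38 in ICC2072 and 0.25 to 0.34 in the other 4 genotypes. Of the genes with a mean of at least 50 normalized counts and no overlap between inoculated and mock inoculated libraries, a hypoxia-responsive family gene, Ca_13216, rose most in ICC1510, at a log2 fold change of 6.01 (standard error 0.88, adjusted p = 0.000112). It was followed by Ca_24907 at 5.67 (adjusted p = 0.00146). The largest decreases were those of Ca_21542 at -4.68 (adjusted p = 5.07e-05) and of a pyruvate decarboxylase, Ca_25029, at -4.64 (adjusted p = 0.000971), which was -2.29 without mock replicate 1. All 3 inoculated libraries lay on the same side of all 3 mock inoculated libraries for each of these 4 genes, by the rule that chose them.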

Generally, ICC1510 was the most responsive genotype to the presence of the rhizobia with 2,383 genes being significantly differentially regulated (log2FC > 1, *p* > 0.05) compared to the sterile controls (Supplemental Figure 1). Early responses of legume roots to rhizobia have been well studied in model systems (Fig. 4a). Using specific genes in the chickpea CSSP and AON pathways, cytokinin and auxin responses, and flavonoid pathways, we considered the change in gene expression in genotypes with high or low nodulation after inoculation with rhizobia, compared to mock inoculated controls (Fig. 4b-d). 

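The response of 126 tested genes of Table SM5 was counted by genotype and pathway. At an adjusted p under 0.05 over all genes and a log2 fold change beyond 1, 39 of them responded in ICC1510 (25 up, 14 down), 6 in ICC2072 (4 up, 2 down) and 1 in ICC11664, which was down. With the p-value adjusted over the list alone the counts were 45 in ICC1510, 21 in ICC2072, 7 in ICC11664, 2 in ICC9002, 1 in PBA Boundary and 0 in Jimbour. Over all genes the edgeR count was 0 in ICC9002, PBA Boundary and Jimbour, where 13, 15 and 9 genes passed at an unadjusted p, and DESeq2 called 2, 3 and 0. Without inoculated replicate 2 the count in ICC1510 was 14, and without any of its mock replicates 22 or 23. That in ICC2072 was 1 without mock replicate 1 or inoculated replicate 1 and 3 without mock replicate 2 or inoculated replicate 3.

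In ICC1510, 2 of 13 genes of the CSSP and 6 of 10 of the AON pathway responded, together with 14 of 34 isoflavonoid, 7 of 27 flavonoid, 5 of 15 nitrogen transport, 4 of 18 auxin and 1 of 2 flavonol genes. The 6 genes in ICC2072 were 1 of the CSSP, 1 of nitrogen transport, 2 of auxin responses and 2 of the isoflavonoid pathway. The genes that passed only over the list alone in ICC9002 and PBA Boundary were Ca_24349 in both and Ca_19328 in ICC9002 (log2 fold change 2.94, list adjusted p = 0.0191), the latter named after its value was seen. The isoflavone 7-O-glucosyltransferase Ca_24349 was the gene called in most genotypes, with log2 fold changes of -2.29 in ICC1510 (adjusted p = 0.0011), -1.96 in ICC2072 (adjusted p = 0.0223) and -2.43 in ICC11664 (adjusted p = 0.0152). It also fell in ICC9002 (-2.12), PBA Boundary (-1.85) and Jimbour (-1.27), short of the threshold, and was below all 18 mock inoculated libraries in 15 of 17 inoculated libraries. In ICC2072 the adjusted p of Ca_24349 was 0.176 without mock replicate 1, 0.245 without inoculated replicate 1 and 0.0942 without inoculated replicate 3. In ICC11664 it was 0.0585 to 0.115 without mock replicate 1 or 2 or any of the inoculated replicates, and in PBA Boundary 0.0242 without inoculated replicate 2.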

High nodule forming ICC1510 and ICC2072 showed the most dramatic alterations in gene expression, particularly in the CSSP and AON pathways, however, the gene expression patterns showed high variability across genotypes with little to no link to nodulation potential. For example, Ca_22860, a homologue to Nod factor perception5 (NFR5), is up-regulated in ICC2072, but down-regulated in the two other high nodule forming genotypes ICC1510 and ICC9002. 

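In ICC1510, Ca_22860 fell from 11.0 ± 1.47 to 4.37 ± 0.277 CPM (SD, n = 3), a log2 fold change of -1.33 (standard error 0.43, adjusted p = 0.0239 in edgeR), with all 3 inoculated libraries below all 3 mock inoculated libraries. That adjusted p rose to 0.0505 without mock replicate 2, 0.0710 without mock replicate 3 and 0.0624 without inoculated replicate 2, and was 0.188 with the libraries of ICC1510 alone. In ICC2072 the log2 fold change was 1.32 (standard error 0.42, adjusted p = 0.127), and the inoculated libraries had 37.1, 6.34 and 19.2 CPM, against 6.39 to 10.9 in mock inoculated roots. The increase was 0.60 without inoculated replicate 1 and 1.75 (adjusted p = 0.0122) without inoculated replicate 2, and its adjusted p ranged up to 1.0 over the libraries left out. In ICC9002 the log2 fold change was -0.29 (standard error 0.47, adjusted p = 1.0), from 7.11 ± 0.729 (SD, n = 3) to 5.81 ± 1.69 (SD, n = 2). The response in ICC2072 exceeded that in ICC1510 by 2.66 on the log2 scale (standard error 0.60, adjusted p = 0.0219 over all genes). Against ICC9002 it was 1.61 higher, which was not past the threshold (adjusted p = 1.0 over all genes).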

Nodule Inception (NIN; Ca_03225), which is a crucial transcriptional regulator controlling both nodule development and the AON pathway (Fig. 4a), also has inconsistent differential regulation among the genotypes, being upregulated in ICC2072, ICC16644 and Jimbour, but unchanged or downregulated in the other genotypes. Thus, there is no clear transcriptional pattern in the classical nodulation pathways distinguishing the response of high and low nodulation chickpea genotypes to rhizobia at this timepoint.

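Ca_03225 was called only in ICC2072, with a log2 fold change of 2.40 (standard error 0.50, adjusted p = 0.0115 in edgeR). The inoculated libraries of ICC2072 had 86.6, 10.8 and 34.1 CPM, each above the 7.44 to 9.65 in mock inoculated roots. Without inoculated replicate 1 the increase was 1.42 and no longer past the threshold (adjusted p = 0.384), and the adjusted p also exceeded 0.05 without mock replicate 1, 2 or 3 (0.0528, 0.0744 and 0.0583). DESeq2 gave the lowest adjusted p of these settings, 0.000232. ICC11664, the line of this study closest in name to the ICC16644 of the text, had an increase of 0.63 (standard error 0.48, adjusted p = 0.847) with overlapping libraries. In Jimbour the increase was 0.69 (standard error 0.48, adjusted p = 1.0), and all 3 inoculated libraries, at 9.19 to 13.0 CPM, exceeded the mock inoculated ones, at 5.44 to 7.91. Log2 fold changes were -0.43 in ICC1510, 0.13 in ICC9002 and -0.13 in PBA Boundary, each smaller than its standard error. That in ICC9002 was negative without mock replicate 3 or inoculated replicate 1 (-0.10), and that in PBA Boundary was positive without mock replicate 2 or inoculated replicate 2 (0.10). The difference between ICC2072 and the mean of the other 5 genotypes was 2.23 (standard error 0.54), with an adjusted p of 0.115 over all genes.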

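The difference between the mean response of the 3 high and that of the 3 low nodulation genotypes was tested for each gene as an interaction in edgeR. No gene of the 126 in the pathways passed (0 over all genes, 0 adjusted over the list alone, 0 by DESeq2), while 15 had an unadjusted p under 0.05. The smallest adjusted p was 0.385, that of the GH3 gene Ca_22765 at a log2 difference of 1.76. That difference came from ICC2072, where Ca_22765 rose by 5.50 (adjusted p = 0.00077 in edgeR), with inoculated libraries at 5.61 to 491 CPM. Its log2 fold change was -0.56 in ICC1510 and -0.16 in ICC9002, against -0.57 in ICC11664, 0.21 in PBA Boundary and -0.15 in Jimbour. The next smallest p were those of the nitrate transporter Ca_03334, at a log2 difference of -0.86, and the chalcone synthase Ca_22255, at 1.06 (adjusted p = 0.401 for both). Over all 25686 genes the count was 0 in edgeR and 29 in DESeq2, and it rose to 250 without ICC1510 inoculated replicate 3. In simulated counts the same test recovered 88.0% of 200 genes given a log2 difference of 2. Log2 differences between the responses were 0.03 for Ca_22860, with a sign that depended on the libraries included, and 0.30 for Ca_03225 (standard error 0.40), which was -0.04 without ICC2072 inoculated replicate 1. From the changes that differ in direction between genotypes of the same nodulation class, the paper concludes that the classical nodulation pathways hold no clear pattern separating the responses of high and low genotypes at this time.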

**Fig. 4:**
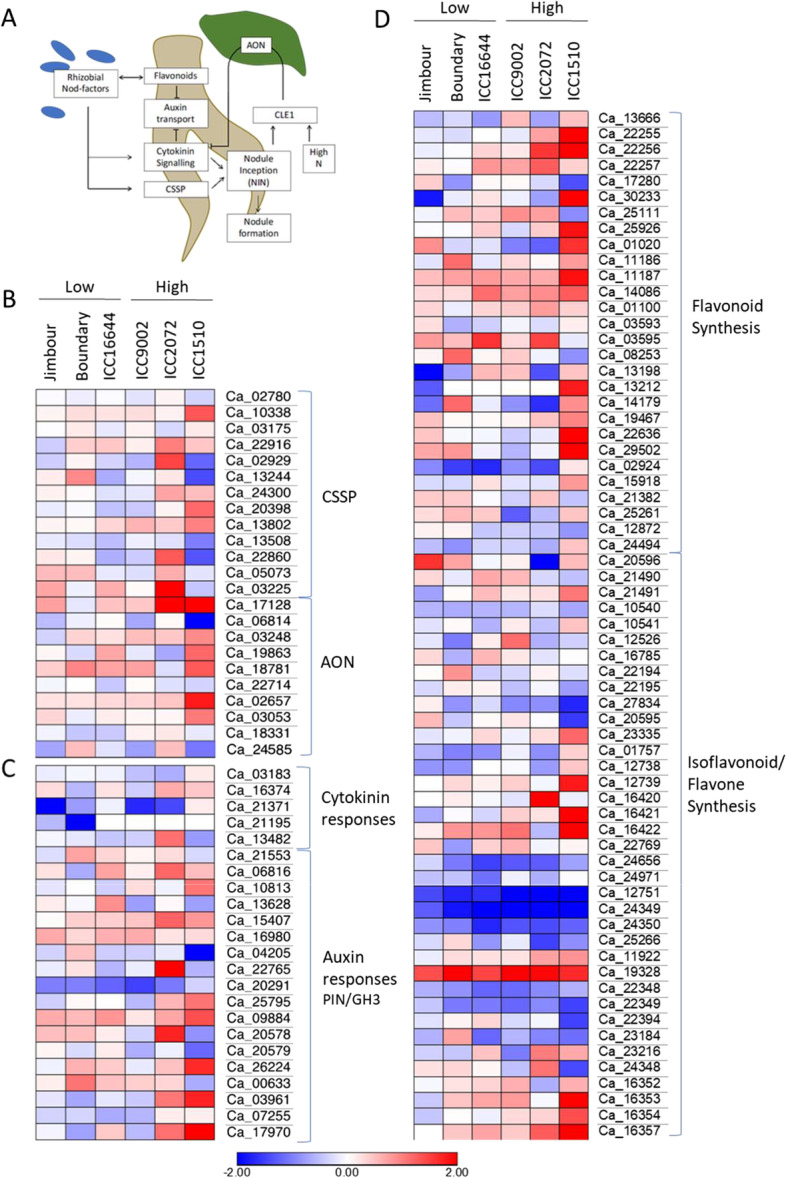
Six chickpea genotypes with differing nodulation ability have inconsistent changes in gene expression in known nodulation pathways after inoculation with rhizobia. **A** Simplified schematic of early signalling events and interactions upon perception of rhizobia by legume roots. **B**-**D** Log2 fold change in gene expression for genes involved in **B** the common symbiotic signalling pathway (CSSP) and autoregulation of nodulation (AON), **C** cytokinin and auxin hormone responses and **D** flavonoid biosynthesis pathways in the roots of six chickpea genotypes 3 days after inoculation with *M. ciceri*

### Altered expression of genes in signalling, cellular localization and N compound transport characterize high nodulating chickpea varieties

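For the PLS-DA, rlog values of 25686 genes in the 17 distinct inoculated libraries were fitted in mixOmics with 2 components and each gene scaled, with high and low nodulation as classes. The first component held 23.9% of the variance and the second 12.4%. At the radius of 0.013 that the paper used, 1415 genes were selected (2225 without ICC1510 inoculated replicate 2), and the selection was not a test. In simulated counts it returned all 200 genes that had been changed, together with 2525 that had not. As a test with replicates, edgeR was applied to the same libraries. At least 59 of the 1415 selected were among the genes it found different between the 3 high and the 3 low genotypes. These were 178 of 25217 genes, 56 higher and 122 lower. That count was 916 without ICC1510 inoculated replicate 3 and 40 without ICC9002 inoculated replicate 1. Without genes listed at 0 in a whole genotype, edgeR found 59 genes.

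When each genotype in turn was left out of the fit and its libraries were then classified, 8 of 17 were classified correctly, all 8 of the high genotypes and 0 of 9 of the low genotypes. This split depended on the setting, with 1 of 8 and 4 of 9 with log2 CPM, and 1 of 8 and 5 of 9 with a mean of at least 5 counts in every group or with only genes listed above 0 in every genotype. This procedure is pessimistic with few genotypes. In simulated data it classified 0 of 17 libraries correctly when 0 or 200 genes were changed and 17 of 17 when 1000 were. From the separation of the classes in the PLS-DA and the genes behind it, the paper reasons to the genes and GO terms associated with high nodulation.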

Given the lack of genes in classical nodulation pathways clearly differentiating the response of high or low nodule forming varieties to rhizobia, we used a supervised method (PLS-DA) to determine those genes whose expression most delineated the two nodulation phenotypes (Fig. 5). This resulted in 533 genes associated with the high nodulation varieties and showing, on average, increased expression in high nodulation genotypes as compared to low nodulation genotypes. 

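Of the selected genes, 601 had a higher mean rlog value in the high nodulation genotypes. Scaling moved this number most, to 1440 with genes not scaled, and it was 1118 without ICC1510 inoculated replicate 2. The median expression of the 601 genes was 14.3 CPM, against 8.50 for all genes, and 111 of them (18.5%) are listed at 0 in a whole genotype. The genes with the largest radius on this side were Ca_00586, Ca_16881 and Ca_25427. Ca_00586 was 3.86 higher on the log2 scale in the inoculated roots of the high genotypes (standard error 0.48, adjusted p = 0.000475 in edgeR) and Ca_16881 was 3.65 higher (standard error 0.32, adjusted p = 9.22e-06). For both genes all 8 libraries of the high genotypes exceeded all 9 of the low genotypes, and their means in mock inoculated roots were similarly apart, at 11.9 to 14.8 against 0.850 to 1.09 CPM for Ca_00586. Ca_25427, read as the GTP-binding nuclear protein Ran-3 (an uncertain annotation), was 0.38 higher (standard error 0.15), which was not past the threshold (adjusted p = 0.294 in edgeR). Its libraries overlapped between the classes. Its genotype means did not, and gave p = 0.1, the smallest that the exact permutation test allows.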

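A lower mean rlog value in the high nodulation genotypes was found in 814 selected genes, a number that stayed between 751 and 1107 with each inoculated library left out. Their median expression was 1.46 CPM, and 37.5% of them had no count in at least 1 inoculated library, against 15.2% of all genes. As many as 261 (32.1%) are listed at 0 in a whole genotype. Among the 3 genes of largest radius on this side, Ca_05127 and Ca_28033 are listed at 0 in all columns of the 3 high genotypes and have means under 1 CPM in the low ones. The third, a glutathione S-transferase, Ca_20445, had means of 1.33 to 1.83 CPM in mock inoculated high genotypes and 15.8 to 21.3 in low ones. After inoculation it had 0.850, 1.73 and 1.47 CPM in ICC1510, ICC2072 and ICC9002, against 17.9 in Jimbour, 18.9 in PBA Boundary and 19.5 in ICC11664. This was a log2 difference of -3.90 (standard error 0.57, adjusted p = 0.00284), which ranged from -6.07 to -3.66 with a library left out. All 8 libraries of the high genotypes lay below all 9 of the low genotypes, and the adjusted p was 0.0527 or 0.0542 without either library of inoculated ICC9002.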

An additional 861 genes were associated with low nodulation varieties (Supplemental Table SM4). GO enrichment analysis of these two groups of genes resulted in no significantly enriched GO terms for those genes associated with low nodulation, however, 42 terms were significantly enriched in genes associated with high nodulation (*p* < 0.01). These enriched GO terms generally fall under the categories of signalling, cellular localization, N compound transport and macromolecule or cellular component assembly (Table 3).

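Enrichment of GO terms was not analysed here, since no map from genes to terms was at hand. In the copy of Table SM4 read here the terms are displaced by a line in places, so it is unsure which genes carry the signalling term. Of the genes read with it, the ADP-ribosylation factor Ca_07157 was 0.81 higher on the log2 scale in the inoculated high nodulation genotypes (standard error 0.18, adjusted p = 0.0486 in edgeR). The difference is short of the 1 that a call requires, and leaving out any of 14 of the 17 libraries raised the adjusted p past 0.05, to at most 0.200 without ICC9002 inoculated replicate 2. Its mean was 58.8 ± 15.9 CPM in ICC1510, 57.3 ± 14.1 in ICC2072 (SD, n = 3) and 28.2 ± 8.54 in ICC9002 (SD, n = 2), against 23.7 to 27.8 in the low genotypes, so that the difference lay in ICC1510 and ICC2072. A second ADP-ribosylation factor, Ca_22775, was 0.64 higher (standard error 0.18, adjusted p = 0.115, and 0.0204 in DESeq2). Ca_13967, read with the term but beside an annotation as alcohol dehydrogenase, was 0.32 higher (standard error 0.20, adjusted p = 0.520), within the spread.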

**Fig. 5:**
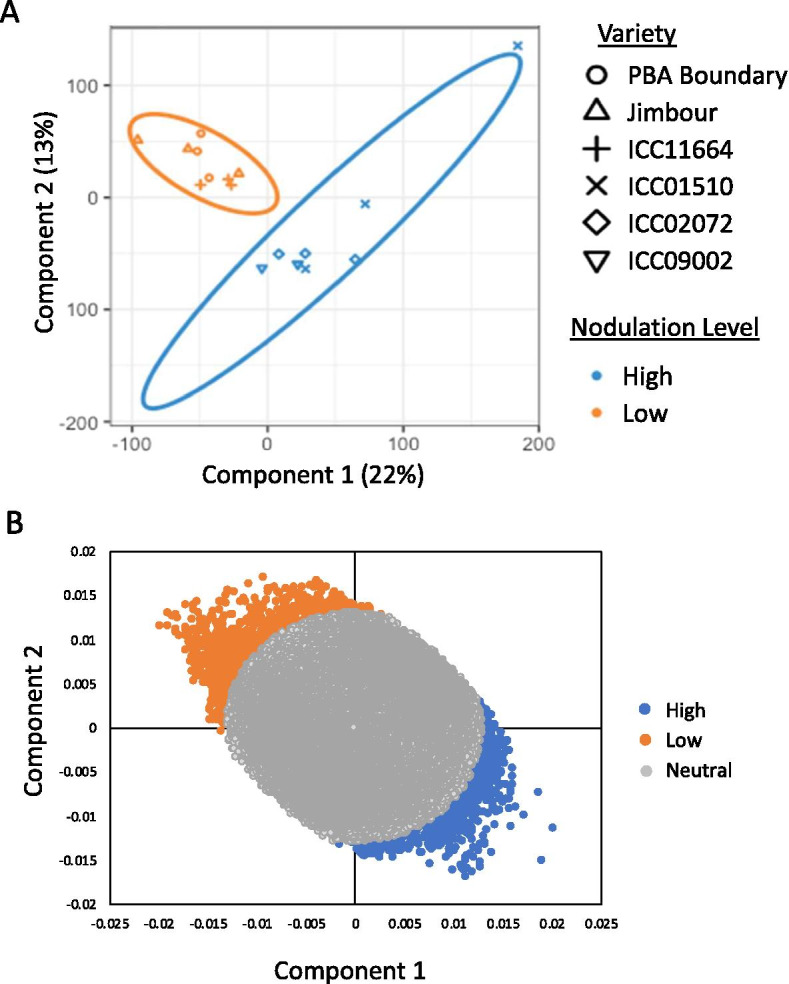
A subset of genes expressed in chickpea roots after inoculation with *Mesorhizobium ciceri* differentiate varieties with high nodule formation from those with low nodule formation. **A** PLS-DA plot of normalized and rlog transformed RNAseq count data for the roots of 6 chickpea genotypes 3 days after inoculation with *M. ciceri,* with groupings assigned based on nodulation ability (high or low). 95% confidence ellipses for each nodulation level are shown. **B** Plot of loadings values from **A** for all expressed genes. Genes having coordinates with *r* > 0.013 were considered to contribute to the separation of high or low nodulation varieties

**Table 3:** Significantly enriched GO terms (*p* < 0.01) found in the set of 533 genes most differentiating gene expression in high nodulating varieties from low nodulating varieties following inoculation with rhizobia based on PLS-DA analysis

**GO ID**	**Description**	***P* (Fisher)**
**Signalling**		
GO:0023052	signaling	0.00028
GO:0007264	small GTPase mediated signal transduction	2.90E-06
GO:0007154	cell communication	0.00041
GO:0035556	intracellular signal transduction	0.0004
GO:0007165	signal transduction	0.00026
GO:0051716	cellular response to stimulus	0.00164
GO:0050794	regulation of cellular process	0.00616
GO:0050789	regulation of biological process	0.00928
**Cellular localization**		
GO:0051649	establishment of localization in cell	4.60E-05
GO:0034613	cellular protein localization	7.70E-05
GO:0006913	nucleocytoplasmic transport	0.00211
GO:0046907	intracellular transport	4.50E-05
GO:0070727	cellular macromolecule localization	7.70E-05
GO:0051169	nuclear transport	0.00211
GO:0051641	cellular localization	4.90E-05
GO:0033036	macromolecule localization	0.00087
GO:0071702	organic substance transport	0.00246
GO:0006886	intracellular protein transport	7.70E-05
GO:0015031	protein transport	0.0005
GO:0008104	protein localization	0.0005
GO:0045184	establishment of protein localization	0.0005
**N compound transport**		
GO:0071705	nitrogen compound transport	0.00104
GO:0015833	peptide transport	0.00031
GO:0042886	amide transport	0.00031
**Cellular Components**		
GO:0006996	organelle organization	0.00017
GO:0044085	cellular component biogenesis	0.00031
GO:0016043	cellular component organization	0.00061
GO:0071840	cellular component organization or biogenesis	0.00069
GO:0022607	cellular component assembly	0.0002
**Macromolecule assembly**		
GO:0034622	cellular macromolecular complex assembly	2.20E-05
GO:0065003	macromolecular complex assembly	2.70E-05
GO:0006325	chromatin organization	0.0007
GO:0043933	macromolecular complex subunit organization	6.40E-05
GO:0071103	DNA conformation change	4.50E-05
GO:0006323	DNA packaging	2.70E-05
GO:0051276	chromosome organization	0.00025
GO:0034728	nucleosome organization	0.00028
GO:0006333	chromatin assembly or disassembly	0.00028
GO:0006334	nucleosome assembly	0.00028
GO:0065004	protein-DNA complex assembly	0.00028
GO:0031497	chromatin assembly	0.00028
GO:0071824	protein-DNA complex subunit organization	0.00028

## Discussion

Biological N-fixation by rhizobia in legume crops, like chickpea, is important for plant nutrition and a reduced reliance on nitrogenous fertilizers. However, as our study reaffirms, the extent of root nodule formation is dependent both on the genotype of the plant and its abiotic environment [8, 26]. We demonstrate here that nodulation varies in a genotype-dependent manner across 29 genotypes of chickpea, with genotype specific responses to N-availability being demonstrated in an experiment using a smaller set of 6 varieties. We show that nodule number, while linked to plant growth traits such as above ground biomass, is not consistently related to the disease resistance rating of the genotype. This latter observation was most marked in plants known to encode qualitative single pathogen resistance. Finally, using transcriptomic analysis during the early stages of rhizobial colonization, we show that genotypes with opposing levels of nodule formation, while having generally overlapping gene expression profiles, show a sub-set of genes involved in signalling and transport pathways that vary by nodulation level, suggesting a potential role for these genes in chickpea rhizobial symbiosis.

It is well established that endemic *Mesorhizobium* species can affect the extent of nitrogen fixation by inoculated species and the soil environment effects rhizobium populations [6, 27]. We therefore carried out genotype based studies in a sterile non-field environment to provide control over potentially confounding factors. These experiments demonstrated that, despite a strong effect of plant-available N in influencing nodulation in legumes, not all plant genotypes have the same response to changing N levels in the soil. Among the six genotypes tested, the number of nodules differed significantly, both between genotypes and across each of the three soil N levels tested. Similar genotype specific differences in nodulation and N-fixation have previously been reported when considering restricted sets of chickpea genotypes (*n* < 7) [9, 28]. Given the role of this symbiosis in supplementing plant N, it could be assumed that the lowest concentration of plant-available N in the soil would be most favourable to the establishment of rhizobial interaction with the plant host. However, in our study and in others, nodule numbers were found to be highest at moderate levels of N and lowest at either reduced or high N [29]. As the formation of nodules is an energetically expensive investment on the part of the plant, it is possible that at very low soil N concentration, the plant lacks the resources to form large numbers of nodules. The perception of nitrogen status and availability by the plant host is dependent on a number of sensory systems and signalling pathways, which in turn affect pathways necessary for nodulation [30]. For example, the presence of high levels of nitrate in soils can induce the expression of CLE peptides in legume roots, triggering the AON pathway, thereby suppressing nodulation [22, 23]. While we were unable to test these mechanisms, sensitivity differences among chickpea genotypes to soil plant-available N explained our observed genotype by soil N results. Further investigation of these pathways may result in the identification of genotypic markers that predict low plant sensitivity to nitrate and, therefore, may promote high levels of nodulation in agricultural fields with high residual levels of plant-available N.

In our previous work, in which we analysed a small set of moderately PRR resistant varieties, we demonstrated a possible link between quantitative resistance to PRR, lower nodule numbers and N-fixation [13]. This was consistent with other reports of how certain plant genotypes can simultaneously impact pathogenic and mutualistic symbioses [31–37]. However, while the moderately resistant PBA HatTrick again had lower nodulation values than PRR-susceptible Sonali in this study, other PRR susceptible/moderately susceptible varieties such as PBA Boundary formed fewer nodules again. When we considered different genotypes with a range of FW disease resistance categories, we found both exceptional and poor performance of specific genotypes within each resistance category in terms of the number of nodules formed on the root system. This lack of consistent trend between disease resistance and nodulation within the FW genotype set is likely due to the fact that resistance to *Fusarium oxysporum* f.sp. *ciceris* is qualitatively based on a small number of disease-specific genes [12]. Therefore, the likelihood that one of these genes may also negatively affect beneficial rhizobia was low and the finding that there was no consistent pattern between FW resistance and repression of nodulation potential was not unexpected. Together, these findings demonstrate that, while disease resistance may affect nodulation, it is not the only indicator of nodulation potential.

Improved selection methods for high nodulation legumes are required. The association between nodulation, or nodule N-fixation, and agronomic traits such as root weight and shoot weight has led to suggestions that breeders can use these in-direct indicators of N associated traits, to achieve ‘simultaneous improvement’ within a particular legume crop [8, 38]. Simultaneous improvement, defined as the selection of one plant trait linked pleiotropically to multiple valued agronomic phenotypes, as a method for varietal development is undoubtedly highly important, and would improve efficiency in breeding programs. It is also clear, however, that an improved understanding of the genetic basis of nodule formation and enhancement of N-fixation across a broader range of legume crops is required before more targeted selection techniques can easily be adopted during the breeding process. Chickpea, known to have relatively limited genomic diversity [39, 40] (Fig. 4), may seem unlikely to show enough differences in the establishment of rhizobial symbiosis to be a candidate crop where this may be achieved. However, our study using putatively genetically similar FW resistant genotypes, and another by Biabani et al. [10], using genetically diverse chickpea genotypes from 12 countries, both found large genotype based differences in nodulation.

In a consideration of gene expression in known nodulation pathways for genotypes with high or low nodulation potential, most genes were consistently expressed across the genotypes in the absence of rhizobia, however, there were notable differences between the high and low nodulating genotypes. For example, chalcone synthase gene expression was lower in genotypes forming the greatest number of nodules without rhizobia present. Chalcones sit at the top of the flavonoid pathway and play a role both in plant defence and as chemi-attractants for rhizobial bacteria [25] and proper balance of chalcone synthase activity is necessary for nodulation [41–43]. Upon addition of rhizobia, gene expression in known nodulation pathways was not altered in a manner consistent with nodulation potential. While this may, in part, stem from the early time point used, earlier research suggests that chickpea is already responding to rhizobia with altered gene transcription 3 days after inoculation in this system [13, 44]. The expression of Nodule inception (NIN) is down-regulated in two of the high nodulation genotypes, despite commonly being up-regulated upon perception of rhizobia in other model legume systems [45]. This transcription factor, while essential for nodule organogenesis, also sits at the head of the AON pathway and its activity can inhibit nodule initiation [46, 47]. Its activity is also tissue specific with distinct functions in root epidermis versus cortex [45], therefore it is possible that while the expression of the gene is generally down regulated in some genotypes, it could still be locally accumulated in specific tissues. Overall, however, the gene expression patterns seen in model legumes are not consistently reflected in the chickpea roots tested here. Thus, rather than one key pathway across which differential gene regulation describes differences in nodulation between genotypes, cross talk between multiple signalling pathways based on differences in a small set of genes may co-ordinately explain the observed nodulation patterns. Further examination of gene expression following inoculation with rhizobia resulted in a set of 533 genes associated with the high nodulation phenotype. Although we do not know at this time if and how each of these integrate into the known pathways supporting rhizobial symbiosis, they provide new avenues for future research and may provide the necessary markers for simultaneous improvement during the breeding of chickpea.

## Conclusions

Overall, the results of this paper give evidence to the possible scope for using genotypic screens in non-model crops such as chickpea to identify novel factors affecting nodule formation and function. Despite a narrow genetic pool, we have highlighted specific, discrete aspects by which chickpea genotype and transcriptional profiles impact rhizobial symbiosis. In future extending the results here may include consideration of the differences in the flavonoid profile produced by chickpea varieties with high and low nodule formation to identify specific compounds linked to nodule numbers. Further, the pathways controlled by the identified genes associated with the high nodulation should be refined with a larger set of genotypes and considered for their tractability as robust markers of nodulation potential. Together, results proceeding from the work described here as well as these proposed studies will generate the genetic framework necessary for the simultaneous improvement of non-model pulse crops.

## Methods

### Chickpea growth experiments

Six varieties of chickpea, Sonali, PBA HatTrick, Jimbour, Moti, Kyabra, and Yorker, were grown in three different soil types according to the methods of Plett et al. [13]. The source of all seed for the experiments was the New South Wales Department of Primary Industries led Pulse Breeding Australia chickpea breeding program (Tamworth, NSW, Australia). Briefly, seeds of each variety were surface sterilized with 10% bleach prior to planting in sterilized vermiculite. The seeds were allowed to germinate and grow for 2 weeks prior to transplanting into the test soils. Each plant was inoculated upon transplant with 10,000 CFU of *M. ciceri* (CC1192) and grown for another 6 weeks in growth chambers (18/10 °C day/night temperature; 12 h light cycle; BioChambers, Saskatchewan, Canada). The soils used for the experiments were all sterilized by gamma irradiation prior to use and included chickpea paddock soil with N fertilization (HN; 71.8 mg/kg NO_3_ + 7.5 mg/kg NH_4_), chickpea paddock soil without N fertilization (MN; 65 mg/kg NO_3_ + 7.5 mg/kg NH_4_) and paddock soil cut two times with sand (LN; 21.7 mg/kg NO_3_ + 2.5 mg/kg NH_4_). Plant available N was determined at harvest using KCl extraction as per Plett et al. [13]. Plants were fertilized three times after transplanting with an N free fertilizer and HN treatments were given an additional N fertilization treatment (3 × 1 mL of 0.1 M KNO_3_).

In the second series of experiments, 22 Desi lines were selected from International Crops Research Institute for the Semi-Arid Tropics (ICRISAT) mini-core collection of 211 accessions. The selections were based on the disease resistance information, seed colour and size, and origin information from Pande et al. [48]. To minimise potential origin based variation, all ICRISAT lines were chosen to originate from India. In addition only Desi lines and lines that were non-segregating for seed colour were selected. The final selection criteria was for Fusarium wilt resistance, with 6 lines rated as asymptomatic, 6 as moderately resistant and 6 as resistant to Fusarium wilt, and four lines with FW resistance that included multiple disease resistance as shown in Table SM-1. For comparison to the ICRISAT Fusarium wilt lines, from Australian sources, seven Australian bred Desi varieties were selected with differing PRR disease resistance ratings, two susceptible (Sonali, PBA Boundary), three moderately susceptible (Kyabra, Moti, Jimbour) and two moderately resistant (PBA HatTrick and Yorker). The chickpea plants were grown as for the first experiment but in one soil type (Sand:paddock soil 1:1, sterilized by gamma irradiation, 16 mg/kg NO_3_ + 1.2 mg/kg NH_4_) and given N free fertilizer only.

### Chickpea experiment harvest and analysis

At harvest for both experiments, chickpea root systems were rinsed of soil and the number of nodules per root system were counted. About 10–20 nodules were carefully removed from the root system, weighed and placed in a sealed 20-mL GC vial for an acetylene reduction assay to assess nodule activity through the production of ethylene as per Plett et al. [13]. The plant above and below ground portions were separated and dried at 40^0^C prior to weighing for biomass.

### RNA sequencing and analysis

Chickpea seeds from three genotypes forming low numbers of nodules (Jimbour, Boundary, ICC11664) and three genotypes with high nodulation (ICC9002, ICC2072 and ICC1510) were sterilized in 10% bleach, rinsed in sterile water and planted into vermiculite for 2 weeks as above. Seedlings were transplanted to sterilized soil (same as 29 genotype experiment) and acclimatised to the new soil for a day prior to inoculation. Actively growing cultures of *M. ciceri* (~ 10,000 CFU per plant) was applied to half of the chickpeas while a mock solution without rhizobia was applied to the other half. Chickpea roots were harvested and frozen in liquid nitrogen 3 days after addition of live *M. ciceri* cultures or mock controls.

RNA was extracted from the chickpea roots (3 biological replicates per condition) using the Isolate II RNA Plant kit (Bioline, London, U.K.) according to manufacturer’s instructions. RNA libraries were constructed using the SENSE total RNA-Seq library prep kit (Lexogen, Vienna, Austria) and NovaSeq sequencing was performed at the Ramaciotti Centre for Genomics (University of New South Wales, Sydney, Australia). Raw reads from the RNA-sequencing were trimmed and mapped to the *C. arietinum* genome (desi type—ICC4958; [49]) using CLC Workbench v.10. Genes that were not expressed or lowly expressed (< 5 counts on average across each set of 3 replicates) were eliminated from the data set. Raw gene count data was normalized using the DESeq2 package in R (DeSEQ2 v.1.24.0; Love et al. [50]; R v.1.2.1335; [51]). For differential gene expression analysis, log2 fold change was calculated for the rhizobia inoculated chickpea roots as compared to the uninoculated control roots. Adjusted *p*-values were calculated using a Benjamini–Hochberg FDR correction. Genes up- or down- regulated more than 2 times and with *p* < 0.05 were considered significantly differentially regulated. Gene annotations were assigned based on the desi-type chickpea annotation [52].

Identification of genes in specific flavonoid production, nodulation or nitrogen transportation pathways was accomplished either by directly searching the *C. arietinum* genome annotation, or by BLAST analysis of corresponding protein sequences from the model legume *M. truncatula* or from *A. thaliana* against the *C. arietinum* (ICC4958) proteome [same ref as above] (Supplemental Table SM5). Determination of flavonoid biosynthesis enzymes was based off of Gifford et al. [16]. *M. truncatula* and *A. thaliana* protein sequences were obtained from an open commons database [53].

### Statistical analyses

Data from the two chickpea controlled environment experiments were analysed with ANOVA, using an appropriate transformation prior to the analysis, to stabilise the variances. Means comparison tests used the Fisher’s LSD method. Correlations between all variates in both studies were completed, in addition selected variates were compared with linear regression. For the 29-genotype experiment, additional comparisons of values between the Indian and Australian genotype groups were made using the ratio between the highest and lowest value in each group for each variate was calculated and called the largest to smallest (L:S) ratio. All analyses were carried out in Genstat.

Principal components analysis (PCA) and partial least squares discriminate analysis (PLS-DA) was conducted in R using the mixOmics package [54]. Input transcriptomic data was first normalized and rlog transformed using the R DeSEQ2 package. Loadings data for all genes in the PLS-DA analysis were plotted and those genes falling outside of a radius of 0.013 from the origin were considered to be contributing towards the separation of high and low nodulation phenotypes. GO enrichment analyses were conducted in R using the topGO package [55] and GO annotations based on the *C. arietinum* (ICC4958) genome. GO terms were assigned as significantly enriched based on a classic Fisher test (*p* < 0.01). Heat maps of normalized count data and log2 fold change data were generated using the Morpheus online tool [56].

## Supplementary Information

**Additional file 1: Supplemental Figure SM1.** Number of genes significantly differentially expressed in chickpea roots with differing nodulation after inoculation with *Mesorhizobium ciceri*. Number of genes significantly up- (blue) or down- (orange) regulated (log2FC >1, *p* < 0.05) in the roots of six chickpea genotypes three days after inoculation with *M. ciceri *as compared to sterile controls. Average number of nodules formed by plants at harvest are indicated (grey line). **Supplemental Table SM1.** Correlation coefficient results for the six genotype experiment with soil nitrogen treatments for measurements after four weeks of plant height, leaf and branch number, number of nodules, number of nodules per g of root, root dry weight (DW), root to shoot DW ratio, shoot DW and total plant DW. *indicates *P* < 0.05 for a two-sided test of correlations different from zero. **Supplemental Table SM2.** Varietal comparison results for the controlled environment study of 29 chickpea genotypes with a range of root disease resistance ratings, for the variates: number of nodules (no. nod.); root (g.), shoot (g.), total plant (tot. pl, g) dry weights (DW); root:shoot (R:S) DW ratio per plant; number of nodules/g of root (no. nod/g); and nodule ethylene production (eth ppm per g nod). Root disease resistance abbreviations Fusarium wilt (FW), Phytophthora root rot (PRR), resistant (R), asymptomatic (AS), moderately resistant (MR), Dry root rot (DRR), Botrytis grey mould (BGM), moderately susceptible (MS), susceptible (S). *P* values, standard error of differences (SED) and least significant difference (LSD) values from ANOVA are included. For the Indian (ICC lines) and Australian (all non-ICC lines; PRR) lines the ratio between the highest and lowest value (L:S ratio) for each variate is also presented. *Genotypes studied for transcriptomic responses. **Supplemental Table SM3.** Correlation coefficient results for the 29 genotype experiment for measurements of number of nodules, number of nodules per g of root, average weight of nodules, ethylene production per gram of nodule, root dry weight (DW) shoot DW, root:shoot DW ratio and total plant DW. *indicates *P* < 0.05 for a two-sided test of correlations different from zero. **Supplemental Table SM4.** List of chickpea genes contributing to the separation of high and low nodulating chickpea genotypes in PLS-DA analysis (based on loadings coordinates with *r* > 0.013) of gene expression 3 days after inoculation with *Mesorhizobium ciceri*. Loadings coordinates on components 1 and 2 and radius are indicated, along with the gene and GO annotation. **Supplemental Table SM5.** List of chickpea genes and annotations in known pathways for early signalling and responses to rhizobia. Annotations were assigned based on either protein BLAST to known *Medicago truncatula* or *Arabidopsis* homologues if indicated, or gene assignments based on the *Cicer arietinum* (ICC4958) genome. * taken from Plett et al. 2016 [13] **genes identified based on Gifford et al. 2018 [16].

## Data Availability

The transcriptomic datasets generated and analysed during the current study along with count data tables are available at GEO submission number GSE162321: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162321.

## Abbreviations

AON: Autoregulation of nodulation
CFU: Colony Forming Units
CSSP: Common symbiotic signalling pathway
DW: Dry weight
FW: Fusarium wilt
GO: Gene ontology
LSD: Least significant difference
N: Nitrogen
PCA: Principal Components analysis
PLS-DA: Partial Least Squares Discriminate analysis
PRR: Phytophthora root rot
SED: Standard error of difference

# Supplementary material for: Chickpea shows genotype-specific nodulation responses across soil nitrogen environment and root disease resistance categories
**Source:** BMC Plant Biol. 2021 Jul 1;21:310. doi: 10.1186/s12870-021-03102-6
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Figure SM1. Number of genes significantly differentially expressed in chickpea roots with differing nodulation after inoculation with Mesorhizobium ciceri. Number of genes significantly up- (blue) or down- (orange) regulated (log2FC >1, p < 0.05) in the roots of six chickpea genotypes three days after inoculation with M. ciceri as compared to sterile controls. Average number of nodules formed by plants at harvest are indicated (grey line). Supplemental Table SM1. Correlation coefficient results for the six genotype experiment with soil nitrogen treatments for measurements after four weeks of plant height, leaf and branch number, number of nodules, number of nodules per g of root, root dry weight (DW), root to shoot DW ratio, shoot DW and total plant DW. *indicates P < 0.05 for a two-sided test of correlations different from zero. Supplemental Table SM2. Varietal comparison results for the controlled environment study of 29 chickpea genotypes with a range of root disease resistance ratings, for the variates: number of nodules (no. nod.); root (g.), shoot (g.), total plant (tot. pl, g) dry weights (DW); root:shoot (R:S) DW ratio per plant; number of nodules/g of root (no. nod/g); and nodule ethylene production (eth ppm per g nod). Root disease resistance abbreviations Fusarium wilt (FW), Phytophthora root rot (PRR), resistant (R), asymptomatic (AS), moderately resistant (MR), Dry root rot (DRR), Botrytis grey mould (BGM), moderately susceptible (MS), susceptible (S). P values, standard error of differences (SED) and least significant difference (LSD) values from ANOVA are included. For the Indian (ICC lines) and Australian (all non-ICC lines; PRR) lines the ratio between the highest and lowest value (L:S ratio) for each variate is also presented. *Genotypes studied for transcriptomic responses. Supplemental Table SM3. Correlation coefficient results for the 29 genotype experiment for measurements of number of nodules, number of nodules

## **Supplementary Material**

Chickpea shows genotype-specific nodulation responses across soil nitrogen environment and root disease resistance categories

Krista L Plett, Sean L. Bithell, Adrian Dando, Jonathan M Plett

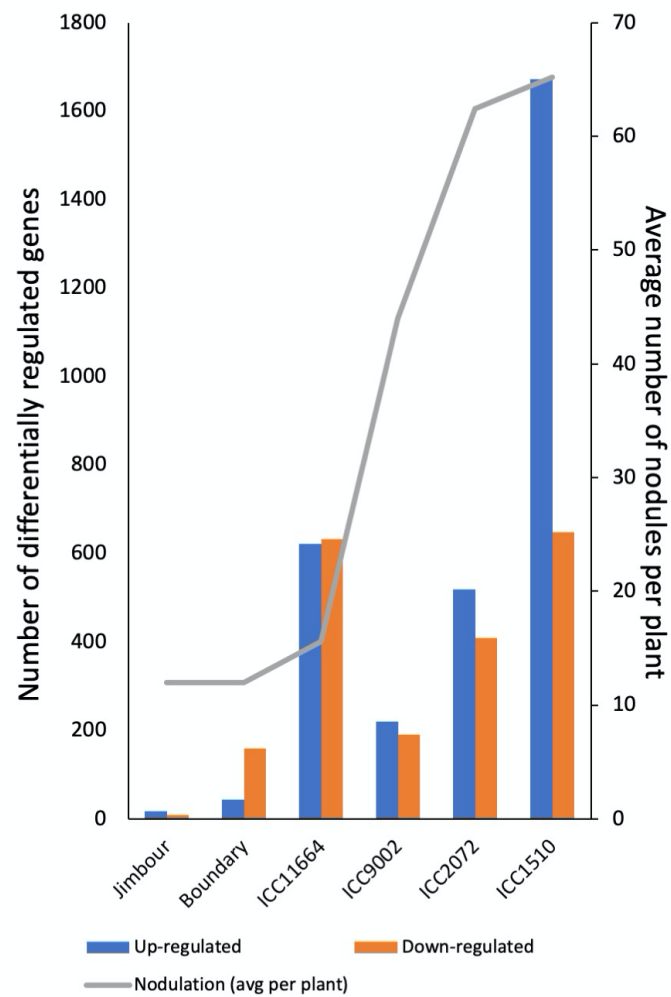

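Over the 6 genotypes, the number of genes called after inoculation and the paper's mean number of nodules per plant had a Pearson r of 0.613 (two-sided exact permutation over 720 pairings, p = 0.0222) and a Spearman rho of 0.6 (exact permutation, p = 0.242). The paper's nodules per plant are 65.2 in ICC1510, 62.4 in ICC2072, 44.0 in ICC9002, 15.6 in ICC11664, 12.0 in Jimbour and 11.8 in PBA Boundary. Without ICC1510 and ICC2072, the genotypes farthest from the median number of nodules, r was -0.455 (exact permutation, p = 0.625), so the relation rests on these genotypes. With the paper's nodules per g root in place of nodules per plant, r was 0.454 (exact permutation, p = 0.414). With genes called by DESeq2 r was 0.621, and without ICC1510 inoculated replicate 2 it was 0.701 (exact permutation, p = 0.0278 for both). It was 0.655 with genes at an unadjusted p (exact permutation, p = 0.0556). With DESeq2 on the columns of each genotype it was 0.642 (exact permutation, p = 0.144). No other relation was tested across the genotypes.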

**Supplemental Figure 1 Number of genes significantly differentially expressed in chickpea roots with differing nodulation after inoculation with *M. ciceri*.** Number of genes significantly up- (blue) or down- (orange) regulated ( $\log_2FC > 1$ ,  $p < 0.05$ ) in the roots of six chickpea varieties three days after inoculation with *M. ciceri* as compared to sterile controls. Average number of nodules formed by plants at harvest are indicated (grey line).

## Supp. Info. section

Table SM1: Correlation coefficient results for the six genotype experiment with soil nitrogen treatments for measurements after four weeks of plant height, leaf and branch number, number of nodules, number of nodules per g of root, root dry weight (DW), root to shoot DW ratio, shoot DW and total plant DW. \*indicates  $P < 0.05$  for a two-sided test of correlations different from zero

Table SM2 Varietal comparison results for the controlled environment study of 29 chickpea genotypes with a range of root disease resistance ratings, for the variates: number of nodules (no. nod.); root (g.), shoot (g.), total plant (tot. pl, g) dry weights (DW); root:shoot (R:S) DW ratio per plant; number of nodules/g of root (no. nod/g); and nodule ethylene production (eth ppm per g nod). 

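Table SM2 gives 7 measured columns for 29 genotypes, from plants of the growth experiment. The entries of ICC14402 and ICC15610 are identical in all 7 columns of the table as read. Neither genotype was used for RNA sequencing.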

Root disease resistance abbreviations Fusarium wilt (FW), Phytophthora root rot (PRR), resistant (R), asymptomatic (AS), moderately resistant (MR), Dry root rot (DRR), Botrytis grey mould (BGM), moderately susceptible (MS), susceptible (S). P values, standard error of differences (SED) and least significant difference (LSD) values from ANOVA are included. For the Indian (ICC lines) and Australian (all non-ICC lines; PRR) lines the ratio between the highest and lowest value (L:S ratio) for each variate is also presented. \*Genotypes studied for transcriptomic responses.

Table SM3: Correlation coefficient results for the 29 genotype experiment for measurements number of nodules, number of nodules per g of root, average weight of nodules, ethylene production per gram of nodule, root dry weight (DW) shoot DW, root:shoot DW ratio and total plant DW. \*indicates  $P < 0.05$  for a two-sided test of correlations different from zero.

**Supplemental Table SM4** List of chickpea genes contributing to the separation of high and low nodulating chickpea genotypes in PLS-DA analysis (based on loadings coordinates with  $r > 0.013$ ) of gene expression 3 days after inoculation with *M. ciceri*. 

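Table SM4 lists loadings, which are the weights that the PLS-DA gives to each gene on its components, so a gene far from the origin contributes more to the separation. With the 18 inoculated columns as deposited, the identical ICC9002 columns included, rlog values of these columns alone and no filter, 1394 genes lay past the radius. All 1391 genes of the table as read that were found in the counts had the same pair of loadings to within 0.0001, and the components held 22.5% and 13.4% of the variance. Of the 1394 genes, 533 had the larger loading on the first component and 861 did not, a way of assigning the side that was chosen after seeing the values. By the mean rlog value, 531 of the 533 were higher in the high nodulation genotypes and 845 of the 861 were lower.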

Loadings coordinates on components 1 and 2 and radius are indicated, along with the gene and GO annotation and the average normalised count data for each genotype.

**Supplemental Table SM5** List of chickpea genes and annotations in known pathways for early signalling and responses to rhizobia. 

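Table SM5 assigns 137 genes to pathways, of which 13 belong to the CSSP, 15 to nitrogen transport, 10 to the AON pathway, 7 to cytokinin responses, 22 to auxin responses and 70 to flavonoid groups. Of these, 126 were tested, and the others were missing from the counts or fell below the low-count filter.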

Annotations were assigned based on either protein BLAST to known *Medicago truncatula* or *Arabidopsis* homologues if indicated, or gene assignments based on the *Cicer arietinum* (ICC4958) genome. \* taken from Plett et al., 2016 \*\*genes identified based on Gifford et al., 2018

#### Auxin responses

#### Flavonoid Pathways\*\*

##### Flavonoid biosynthesis

#### Flavone Biosynthesis

#### Flavonol biosynthesis

#### Isoflavonoid biosynthesis

Ca\_16357 Isoflavone-7-O-methyltransferase\_9

How the deposited data were processed for this re-analysis (not part of the article)

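Gene expression was measured by RNA sequencing of roots of 6 chickpea genotypes, 3 with high nodulation (ICC1510, ICC2072, ICC9002) and 3 with low nodulation (ICC11664, Jimbour, PBA Boundary), 3 days after inoculation with *M. ciceri* or a mock solution. The authors extracted total RNA, sequenced the libraries on a NovaSeq instrument, trimmed the reads and mapped them to the desi genome of ICC4958 with CLC Workbench. The settings of trimming, mapping and counting, the assembly version and the use of strand are not named in the paper's text. The deposited values are raw counts of reads for each gene in 36 columns, without normalization. Each column was assigned to a genotype, treatment and replicate by its label. The columns labelled inoculated ICC9002 replicates 2 and 3 are identical and were counted as 1 sample, which leaves 35 libraries. Genes carry identifiers of the desi genome, 0 of which were found in the table of gene names at hand, so names and annotations are those of the paper and its Tables SM4 and SM5. In the copy of Table SM4 read here, annotations and GO terms are displaced by a line in places, so those taken from it are uncertain.

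The methods of the paper remove genes with fewer than 5 counts on average across each set of 3 replicates. The deposited counts have the pattern of a filter applied within each genotype. In every genotype a gene is either 0 in all columns or has a sum of at least 10 (a mean of at least 3.33 over 3 columns) in at least 1 of its treatments, with 0 genes at a sum of 1 to 9. Genes at 0 in all columns number 1357 in ICC1510, 1518 in ICC2072, 1965 in ICC9002, 1691 in ICC11664, 1002 in PBA Boundary and 1173 in Jimbour.

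Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and mixOmics 6.26.0. Genes with a mean of at least 5 counts in at least 1 group were tested, 25686 over all libraries, 25333 in mock inoculated and 25217 in inoculated roots. Libraries were normalized by TMM, and edgeR's quasi-likelihood F test with robust estimation was applied to a model with 1 coefficient for each genotype and treatment. The common dispersion was 0.165. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper, and the test among the 6 genotypes used the adjusted p alone. Expression is given in CPM, the counts scaled to the library size after TMM normalization, with the SD between libraries. Contrasts were inoculated against mock inoculated roots in each genotype, the mean of the 3 high against the mean of the 3 low genotypes in mock inoculated and in inoculated roots, and the difference between their mean responses. Genotypes entered as fixed groups, so a difference between high and low genotypes is about these 6 genotypes. Genotype means were also compared by a two-sided exact permutation test over 20 assignments, whose smallest p is 0.1.

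For principal components and PLS-DA, counts of all libraries were rlog transformed without use of the groups. Principal components were centred and not scaled. PLS-DA used 2 components and scaled genes, and genes past a radius of 0.013 were selected, as in the paper. The share of variance between genotypes was tested with 100000 permutations of the labels. For each genotype the PLS-DA was refitted without it and its libraries were classified. The number of called genes was correlated with the paper's nodules per plant over 6 genotypes, with an exact permutation of 720 pairings.

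The main settings, the alternatives and the rule for named genes were fixed before the data were examined. The rule covers the 10 genes named in the text of the paper and genes of Table SM5 called in at least 3 genotypes. It adds the 3 genes of Table SM5 with the smallest p between high and low genotypes in mock inoculated roots and in the response. From each genotype it takes at most 2 genes up and 2 down with the largest change, a mean of at least 50 normalized counts and no overlap between treatments. From the PLS-DA it takes the 3 genes of largest radius on each side, and genes read from Table SM4 for high nodulation with a GTPase signalling term. Values of Tables SM4 and SM5 and of the figures had been seen when the rule was written. The alternatives fixed with them were DESeq2, size factors of DESeq2 in edgeR, no filter, a mean of at least 5 counts in every group, the libraries of a genotype alone, all libraries in the fit, a block for replicate number in edgeR, other transformations and scalings, and leaving out each library of the genotypes compared or each genotype. Leaving out libraries of other genotypes and the block in the principal components were added after seeing the data. Keeping both identical columns, DESeq2 on the libraries of each genotype alone, testing only genes listed above 0 in every genotype, the average response over the genotypes, a centroid distance for left-out genotypes and the fit of the PLS-DA to the columns as deposited were also added after seeing the data.

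Between 9201226 and 25500169 reads were counted per library, and the replicates rather than this depth set the precision of most values. At the median depth of 14949072, the smallest group mean listed, 3.33 counts, is below 1 CPM, so a value of 0 does not separate low from absent expression. The tests were tried on simulated counts with the means and dispersion of these libraries and 200 genes given a log2 change of 2. For the response in 1 genotype edgeR recovered 67.5% of them with 6 others, DESeq2 82.0% with 27 others, and edgeR on the libraries of the genotype alone 56.0% with 10 others. For high against low genotypes edgeR recovered 97.0% in mock inoculated and 98.0% in inoculated roots, and the test among the 6 genotypes recovered 88.5%. The simulated values need not hold for ICC1510, whose inoculated replicates spread more than those of the other groups.

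The GO enrichment was left out because no map from genes to GO terms was available. The growth experiments have no sequencing data and were not analysed here.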

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

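The average response over the 6 genotypes, with and without ICC1510, was added after the data were seen, and the tests of this part were chosen after the pattern that they test had been noticed but before their own results were seen.

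The response of Ca_22860 (NFR5) to inoculation was 2.66 higher on the log2 scale in ICC2072 than in ICC1510 (standard error 0.60, adjusted p = 0.0219 over all genes in edgeR), a difference between 2 genotypes of the same nodulation class under the same contrast. It fell in all 3 inoculated libraries of ICC1510 and rose in 2 of 3 of ICC2072. That of Ca_03225 (NIN) was 2.23 higher in ICC2072 than in the mean of the other 5 genotypes (standard error 0.54), which passed when adjusted over the 5 differences tested for these 2 genes (adjusted p = 0.000606) and not over all genes (adjusted p = 0.115). The inoculated libraries of ICC2072 varied together for both genes. Replicate 1 had 37.1 CPM of Ca_22860 and 86.6 of Ca_03225, replicate 3 had 19.2 and 34.1, and replicate 2 had 6.34 and 10.8, close to mock inoculated roots. Without replicate 1 the response in ICC2072 was 0.60 for Ca_22860 and 1.42 for Ca_03225, so the size of both differences rests on this library, and without replicate 2 the response of Ca_22860 was 1.75 (adjusted p = 0.0122). A candidate explanation is a lower share of responding root in replicate 2. Genes called as up when replicate 2 was left out rose in it by a median of 24.8% of their rise in the other inoculated libraries of ICC2072. The same measure was 79.0% for replicate 1 and 125% for replicate 3. Not every gene follows, since Ca_12100, which rose most in ICC2072 among genes with a mean of at least 50 normalized counts and no overlap between treatments, had 1215 CPM in replicate 2 and 2.09 in replicate 1. The 24.8% rests on 365 genes, against 39 and 78 genes for replicates 1 and 3. The lists for replicates 1 and 3 were called with replicate 2 included, while that for replicate 2 was not. The 3 shares are therefore not on equal terms, and the 24.8% is weak evidence. A smaller response of replicate 2 over many genes remains a hypothesis. Whether that comes from sampling of the root, from uneven inoculation or from a difference between plants was not tested. A difference between ICC2072 and ICC1510 as genotypes stays open as well, since no replicate explains the decrease in ICC1510.

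On average over the 6 genotypes, 613 genes changed after inoculation (265 up, 348 down, adjusted p under 0.05 and beyond 1 on the log2 scale). The paper does not report such a common response. Of the 126 tested genes of Table SM5, 9 are among the 613 (2 up, 7 down), with Ca_18399 and Ca_24349 both down. All 613 are listed above 0 in every genotype, so the deposited filter did not make them. Of these, 449 moved in the same direction in all 6 genotypes. Among 22996 genes listed above 0 in every genotype, 3608 (15.7%) moved in 1 direction in all 6 genotypes, 1791 up and 1817 down, where independent directions would give 3.13%. Exchanges of the treatments within genotypes gave a median of 651 and at most 1630 such genes, so 1 of 100 assignments, the real one, reached as many, which argues against chance agreement. ICC1510 does not carry the pattern, since 428 genes (176 up, 252 down) changed on average without it, 361 of them among the 613. Examples are Ca_14019 at an average log2 fold change of 3.13 (standard error 0.26, adjusted p = 2.44e-09) and Ca_16456 at 3.34 (standard error 0.29, adjusted p = 7.17e-09), which exceeded all 18 mock inoculated libraries in 16 of 17 inoculated libraries each. Ca_20969 fell by 2.05 on the log2 scale (adjusted p = 6.49e-12) and was below all mock inoculated libraries in 17 of 17. Mock inoculated libraries had more reads, with a median of 16431960 against 13250707. This difference in depth is far smaller than the changes of these genes. A response to inoculation common to the 6 genotypes stays open.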

How the results depend on the processing

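Keeping both identical columns, DESeq2 on the columns of a genotype alone, tests without genes listed at 0 in a genotype, leaving out libraries of other genotypes, the centroid distance and the block in the principal components were chosen after seeing the data, and the other settings were planned. Where a value moved, the cause was not tested, except that leaving out libraries or genes shrinks the data by construction.

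The 63 values for named genes were recomputed in 240 combinations with another setting, of which 200 had the same direction and side of an adjusted p of 0.05, 35 the same direction but no longer past it, 3 newly past it and 2 reversed. With a library left out, 639 of 750 were the same, 80 no longer past it, 4 newly past it and 27 reversed.

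Genes called after inoculation depended on the tool. DESeq2 called 635 in ICC2072, 44 in ICC9002, 411 in ICC11664, 201 in PBA Boundary and 26 in Jimbour, while ICC1510 stayed within 1.5 times. At an unadjusted p the counts were 2083 in ICC2072, 585 in ICC9002, 1226 in ICC11664, 1441 in PBA Boundary and 418 in Jimbour. With only the libraries of the genotype, edgeR called 13 in ICC1510, 1 in ICC2072, 993 in ICC11664, 3 in PBA Boundary and 0 in Jimbour. DESeq2 with only the libraries of the genotype called 2354 in ICC1510, 931 in ICC2072, 1254 in ICC11664, 201 in PBA Boundary and 26 in Jimbour, and in ICC9002 418 with both identical columns and 86 with 1. With both columns kept, edgeR called 31 in ICC9002 and 126 in ICC11664. A mean of at least 5 counts in every group gave 2 in ICC9002 and 123 in ICC11664, and testing only genes listed above 0 in every genotype gave 117 in ICC11664. DESeq2's size factors in edgeR and no low-count filter left each of these counts within 1.5 times. ICC1510 had the most genes, except with its own libraries alone in edgeR, where ICC11664 had more.

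Without each library in turn, the count in ICC1510 ranged from 2113 (without its inoculated replicate 2) to 8478 (without its inoculated replicate 3), and was 3346 and 3330 without its mock replicates 2 and 3. In ICC2072 it ranged from 56 (without its inoculated replicate 1) to 560 (without ICC1510 inoculated replicate 2), and was 515 and 101 without its inoculated replicates 2 and 3 and 86, 92 and 164 without its mock replicates 1, 2 and 3. The count in ICC9002 ranged from 0 to 5, the highest without ICC1510 inoculated replicate 2. The 0 occurred without its own mock replicate 3 or inoculated replicate 1, ICC1510 inoculated replicate 1 or 3, or PBA Boundary inoculated replicate 3, where the unadjusted count over all libraries is 585 and the DESeq2 count 44. In ICC11664 it ranged from 4 (without its inoculated replicate 2) to 200 (without ICC1510 inoculated replicate 2), and was 7 and 8 without its mock replicates 1 and 2 and 30 and 10 without its inoculated replicates 1 and 3. It was 149 without ICC1510 inoculated replicate 3, 116 without ICC2072 inoculated replicate 1, 132 without Jimbour mock replicate 3 and 129 without PBA Boundary inoculated replicate 2. In PBA Boundary it ranged from 2 (without its mock replicate 2) to 104 (without ICC1510 inoculated replicate 2). It was 22 and 16 without its mock replicates 1 and 3, and 23, 58 and 11 without its inoculated replicates 1, 2 and 3. It was 24, 21 and 23 without ICC1510 mock replicates 1, 2 and 3, 71 without ICC1510 inoculated replicate 3, 15 without ICC2072 inoculated replicate 3 and 23 without Jimbour inoculated replicate 2. In Jimbour it ranged from 3 to 10, with 8 without its mock replicate 1 and 9, 10 and 7 without its inoculated replicates 1, 2 and 3. Where ICC9002 inoculated roots are left with a single library, that library is assumed to vary like the other groups.

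In mock inoculated roots, the number of genes that differ between the 6 genotypes was 2389 in DESeq2, 164 with a mean of at least 5 counts in every group, 1878 with all libraries in the fit and 185 with only genes listed above 0 in every genotype. It ranged from 467 (without ICC1510 mock replicate 3) to 1204 (without Jimbour mock replicate 1), and it was 693 or less without any of 13 mock libraries, the 3 of ICC1510, ICC9002 and ICC11664, replicates 2 and 3 of ICC2072 and replicate 2 of Jimbour and of PBA Boundary. Between high and low nodulation it was 52 with a mean of at least 5 counts in every group and 67 with only genes listed above 0 in every genotype. It ranged from 196 (without ICC11664 mock replicate 3) to 321, and was 212 without ICC1510, 229 without ICC2072, 223 without ICC9002, 235 without Jimbour and 217 without ICC11664, in each case mock replicate 2 except replicate 1 of ICC1510. Genes of Table SM5 between high and low nodulation ranged from 3 to 6 without a library and stayed within 1.5 times in the other settings. Between the 6 genotypes they were 12 in DESeq2, 3 with a mean of at least 5 counts in every group and 3 with only genes listed above 0 in every genotype, and ranged from 3 (without any mock library of ICC1510) to 7.

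Genes whose response differs between high and low genotypes were 29 in DESeq2, against 0 in edgeR, and ranged from 0 to 250 without a library (250 without ICC1510 inoculated replicate 3, 1 without ICC1510 mock replicate 1, 2 and 6 without ICC2072 inoculated replicates 1 and 2). For the genes of Table SM5 this count was 0 in every setting and without every library, with 15 at an unadjusted p and 0 by DESeq2. In inoculated roots, genes that differ between high and low genotypes were 456 in DESeq2, 44 with a mean of at least 5 counts in every group, 546 with all libraries in the fit, 59 with only genes listed above 0 in every genotype and 389 with both identical columns. They ranged from 40 (without ICC9002 inoculated replicate 1) to 916 (without ICC1510 inoculated replicate 3). They were 46 without ICC9002 inoculated replicate 2, 114 and 83 without ICC2072 replicates 1 and 3, 85 and 98 without Jimbour replicates 2 and 3, and 95, 108 and 102 without ICC11664 replicates 1, 2 and 3.

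Genes of Table SM5 that respond were 0 in ICC1510 and 0 in ICC2072 with only the libraries of the genotype in edgeR, against 20 and 17 in DESeq2 with the same libraries and 60 and 38 at an unadjusted p over all libraries. DESeq2 with all libraries called 12 in ICC2072, 2 in ICC9002, 8 in ICC11664 and 3 in PBA Boundary. With only the libraries of the genotype it also called 5 in ICC9002 with both identical columns and 2 with 1, 14 in ICC11664 and 2 in PBA Boundary. In ICC11664 edgeR called 13 with the libraries of the genotype alone and 2 with a mean of at least 5 counts in every group, with only genes listed above 0 in every genotype, or with both columns, and it called 1 in ICC9002 with both columns. Without a library, the count ranged from 14 to 52 in ICC1510 (14 without inoculated replicate 2, 52 without inoculated replicate 3, 23, 22 and 23 without mock replicates 1, 2 and 3) and from 1 to 9 in ICC2072 (1 without mock or inoculated replicate 1, 3 without mock replicate 2 or inoculated replicate 3). It ranged from 0 to 0 in ICC9002, from 0 to 4 in ICC11664, from 0 to 2 in PBA Boundary and from 0 to 0 in Jimbour, with 13, 15 and 9 at an unadjusted p in ICC9002, PBA Boundary and Jimbour.

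In the principal components of mock inoculated roots, the share of variance between genotypes was past the threshold at 38.0% with the variance stabilizing transformation (permutation p = 0.00733), 44.4% with log2 CPM (permutation p = 1e-05, the smallest possible) and 39.0% with the 500 most variable genes (permutation p = 6e-05). Over the libraries left out it ranged from 32.9% to 38.8%, and was past the threshold without ICC2072 mock replicate 1 (38.0%), Jimbour mock replicate 1 (38.8%) or 3 (36.8%) or PBA Boundary mock replicate 1 (37.0%). The distance of ICC1510 on the second component was 1.89 SD with rlog on the mock inoculated libraries only, 1.96 with the variance stabilizing transformation, 1.70 with log2 CPM, 1.67 with each gene scaled and 1.34 with only genes listed above 0 in every genotype, each past the threshold of the exact permutation test. It ranged from 0.037 (without Jimbour mock replicate 2) to 1.85 (without ICC2072 mock replicate 3), and was also past it without ICC9002 mock replicate 2 (1.27) or Jimbour mock replicate 3 (1.57).

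Genes selected by PLS-DA with high nodulation were 1440 with genes not scaled, 1116 with a mean of at least 5 counts in every group, 935 with only genes listed above 0 in every genotype and 1010 without genotype ICC1510, and ranged from 534 to 1118 (without ICC1510 inoculated replicate 2). With the fixed radius more genes pass when fewer are fitted, so the counts of smaller sets of genes do not show a stronger association. Those with low nodulation were 1277 with genes not scaled and ranged from 751 to 1107. The number of libraries of left-out genotypes classified correctly was 5 with log2 CPM. The correlation of called genes with nodules per plant was 0.454 with nodules per g root, 0.655 with genes at an unadjusted p and 0.642 with DESeq2 on the columns of each genotype, none past the threshold of the exact permutation test. It reversed to -0.455 without ICC1510 and ICC2072. It stayed past the threshold at 0.701 without ICC1510 inoculated replicate 2 and at 0.621 with DESeq2 (exact permutation, p = 0.0278 for both).

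Some named genes reversed without a library, none past the threshold when reversed. Between high and low nodulation in mock inoculated roots, Ca_02780 ranged from -0.223 (without Jimbour mock replicate 3) to 0.00887 (without Jimbour mock replicate 1), and Ca_18399 from -0.283 (without ICC2072 mock replicate 1) to 0.707 (without Jimbour mock replicate 1), with -0.197 without ICC9002 mock replicate 2. After inoculation, Ca_03225 in ICC9002 ranged from -0.0973 (without inoculated replicate 1) to 0.319 (without inoculated replicate 2), and was -0.00372 without mock replicate 3. In PBA Boundary it ranged from -0.538 (without inoculated replicate 1) to 0.105 (without inoculated replicate 2), and was 0.00935 without mock replicate 2. Ca_22860 in PBA Boundary ranged from -0.153 (without inoculated replicate 1) to 0.213 (without mock replicate 3), and was -0.123 without mock replicate 1. In Jimbour it ranged from -0.128 (without inoculated replicate 3) to 0.371 (without inoculated replicate 1), and was -0.000202 without mock replicate 1. The difference between the responses of high and low genotypes ranged from -0.225 to 0.170 for Ca_22860 (without ICC2072 inoculated replicates 1 and 2), negative without any of 15 libraries, and from -0.0362 to 0.457 for Ca_03225 (without the same replicates).

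A block for replicate number was tried because mock inoculated libraries with the same number deviate together, although the labels do not say that numbers pair plants. Of 17 pairs of mock inoculated and inoculated libraries with the same number, the deviations correlated over 0.1 in 4 (-0.124 to 0.421 across genes), so the numbers do not pair the treatments. The block takes degrees of freedom, so fewer calls under it do not measure a smaller effect. With it the counts were 62 in ICC2072, 0 in ICC9002, 2 in PBA Boundary and 1 in Jimbour after inoculation, 107 between high and low genotypes in inoculated roots, 8 genes of Table SM5 between the 6 genotypes and 0 genes of Table SM5 in ICC2072. ICC1510 with 3782, ICC11664 with 68 and, in mock inoculated roots, the counts over all genes and the genes of Table SM5 between high and low nodulation stayed within 1.5 times. In the principal components the share of variance between genotypes was 42.5% with the block, where 33.7% is expected, and past the threshold (permutation p = 0.00029). Ca_03225 in ICC9002 reversed to -0.0104 and the difference of Ca_22860 between high and low genotypes to -0.0943. In simulated counts the block recovered 59% of 200 changed genes, against 67.5% without it.

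Depth limits mainly the genes of low expression, and for a gene listed at 0 in a whole genotype low and absent expression cannot be told apart.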

Differences from the paper's values

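The choice of settings below was made before the data were examined, with exceptions that were added later. These are DESeq2 fitted to the columns of each genotype alone and the fit of the PLS-DA to the columns as deposited. The rule for the side of a gene by the larger loading on the first component was added later too.

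For ICC1510 the paper's number of differentially regulated genes is 2383, and edgeR's fit of all libraries called 5371. Of the alternatives set before the data were examined, leaving out a library of ICC1510 came within 1.5 times of the paper's number in 3 cases, with 2113 without inoculated replicate 2 and 3346 and 3330 without mock replicates 2 and 3, while it gave 3896, 5976 and 8478 without mock replicate 1 and inoculated replicates 1 and 3. The others did not, with 6019 in DESeq2, 5422 with DESeq2's size factors in edgeR, 5356 without a filter, 4527 with a mean of at least 5 counts in every group, 13 with the libraries of the genotype alone, 3782 with a block for replicate number and 7390 at an unadjusted p.

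The bars of Supplemental Figure 1 differ from the counts in every genotype. In ICC1510 the paper's bars are about 1700 up and about 650 down in Supplemental Figure 1, read by eye, against 3391 and 1980. In ICC2072 they are about 520 up and about 410 down in Supplemental Figure 1, read by eye, against 183 and 122. In ICC9002 they are about 220 up and about 190 down in Supplemental Figure 1, read by eye, against 1 and 0 in edgeR, where 242 and 343 passed at an unadjusted p and DESeq2 called 20 and 24. In ICC11664 they are about 620 up and about 630 down in Supplemental Figure 1, read by eye, against 23 and 54. In PBA Boundary they are about 43 up and about 160 down in Supplemental Figure 1, read by eye, against 13 and 24. In Jimbour they are about 17 up and about 9 down in Supplemental Figure 1, read by eye, against 3 and 1.

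Some of the alternatives set before the data were examined come within 1.5 times of a bar. For ICC1510 the block for replicate number gave 1967 up. DESeq2 gave 350 up and 285 down in ICC2072, 113 down in PBA Boundary, and 15 up and 11 down in Jimbour. At an unadjusted p, edgeR gave 242 up in ICC9002, and 586 up and 640 down in ICC11664. With only the libraries of ICC11664, edgeR gave 468 up and 525 down. Leaving out a library of ICC1510 gave 2457, 1969 and 2217 up without mock replicates 1, 2 and 3, and 1342 up and 771 down without inoculated replicate 2. It gave 367 up in ICC2072 without its inoculated replicate 2, 32 up in PBA Boundary without its inoculated replicate 2, and 7 and 6 down in Jimbour without its mock replicates 1 and 2. The other settings chosen before differ from every bar by more than 1.5 times.

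DESeq2 with only the columns of each genotype and both identical ICC9002 columns kept, a setting chosen after seeing the values, gave counts within 1.5 times of the paper's number and of all bars. It called 2354 genes in ICC1510 (1711 up, 643 down), 931 in ICC2072 (521 up, 410 down), 418 in ICC9002 (222 up, 196 down), 1254 in ICC11664 (619 up, 635 down), 201 in PBA Boundary (43 up, 158 down) and 26 in Jimbour (17 up, 9 down). The paper prints no list of its called genes, so the number of them that this setting drops could not be counted. With the identical ICC9002 columns counted as 1 sample the same setting called 86 genes in ICC9002 (45 up, 41 down).

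The numbers of genes selected by PLS-DA, 601 and 814, are within 1.5 times of the paper's 533 and 861. The fit to the columns as deposited, chosen after seeing the values, gave 547 and 847 with the same rule for the side of a gene. It gave the paper's numbers only with another rule, the larger loading on the first component, which was also chosen after seeing the values, and 1391 of 1391 genes of Table SM4 that could be matched had the paper's loadings to within 0.0001.

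The paper states that NIN (Ca_03225) is up-regulated in 3 genotypes. The log2 fold changes are positive there, at 2.40 in ICC2072, 0.63 in ICC11664 and 0.69 in Jimbour, but only that of ICC2072 was past the threshold. In its discussion the paper has NIN lower in both other high nodulation genotypes. The value is -0.43 in ICC1510 and 0.13 in ICC9002, where it became negative without mock replicate 3 or inoculated replicate 1. For NFR5 (Ca_22860) the directions are those of the paper in all 3 genotypes it names, at 1.32 in ICC2072, -1.33 in ICC1510 and -0.29 in ICC9002, and only that of ICC1510 was past the threshold. The chalcone synthase genes and Ca_24494 are lower in the high nodulation genotypes as the paper states, with log2 differences of -0.50 to -0.83, and none was past the threshold. The mean of DMI1 is highest in the varieties that the paper names, at 62.4 CPM in PBA Boundary and 58.7 in Jimbour, within the spread of the replicates.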

Other observations

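The tests on the size, composition and identity of ICC1510 inoculated replicate 2 (library size, abundant genes, genomic DNA, another genotype, a mixture), on the identical ICC9002 columns, on the filter pattern of the deposited counts and on chance in the mock replicate numbers, the counts of splits of the pathway genes by genotype, and the lists of equal length for PLS-DA, were chosen after the results were seen, and those on the constitutive difference and on Australian origin were given stricter limits after their values were seen. Keeping both identical columns, DESeq2 on the columns of a genotype alone and tests without genes listed at 0 were added after the data were seen. The other tests here were set before their results.

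Regroupings of the libraries or genotypes did not exclude chance for the counts of genes below, except for those among the 6 genotypes in mock inoculated roots. Of the 10 ways to split the 6 libraries of a genotype into 3 and 3, 1 gave as many genes as the real one in ICC1510, in ICC2072, in ICC11664 and in PBA Boundary, and 2 did in Jimbour. With 10 splits the share is never under 0.1, so chance cannot be excluded in this way for any of these genotypes, and inoculated ICC9002 has too few libraries for the count. For the genes of Table SM5, 1 of 10 splits gave as many in ICC1510, in ICC2072 and in ICC11664, while in PBA Boundary and Jimbour 10 of 10 did because the real split called 0 in edgeR (15 and 9 at an unadjusted p, 3 and 0 by DESeq2), which says nothing about chance. Of the 10 ways to group the 6 genotypes into 3 and 3, 3 gave as many different genes in mock inoculated roots as high against low nodulation, 1 as many genes of Table SM5, 4 as many genes in inoculated roots and 8 as many genes selected by PLS-DA, so chance cannot be excluded for any of these. For a response that differs between the groups all 10 reached as many, over all genes and in Table SM5, because the edgeR count is 0 (29 and 0 in DESeq2), which says nothing about chance. Among the 6 genotypes in mock inoculated roots, 1 of 100 groupings of the libraries, the real one, gave as many as 1080 genes, and 1 of 100 as many as 5 genes of Table SM5. The other groupings gave at most 86 genes and at most 1 gene of Table SM5. The filter of the deposited counts follows the real genotypes, and 753 of the 1080 genes are listed at 0 in a whole genotype. The real grouping is therefore favoured in the count of 1080. The 185 genes found without such genes were not regrouped, but they exceed the 86 found over all genes. The 5 genes of Table SM5 have counts in every genotype. These values argue against chance for the differences among the 6 genotypes.

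In ICC1510, inoculated replicate 2 stands apart, with a mean correlation of 0.808 with the other libraries. Its total is not low, since 5 libraries have a smaller total count. The 10 most abundant genes take 6.12% of its counts, against 9.21% to 40.9% in the other libraries, which argues against a few genes taking most of the counts. It has 2560 genes without a count, against 1377 to 1762 in the other ICC1510 libraries, where genomic DNA would leave fewer genes without a count. Genes that separate ICC1510 from another genotype placed it nearer ICC1510 in at least 62.5% of cases for each of the 5 other genotypes, against at most 19.6% for libraries of those genotypes, which argues against a mislabelled library of the study. Of the genes lower in ICC1510 than in another genotype, at most 30.0% were highest in this library, where a mixture with that genotype would raise most of them, but these lists hold only 8 to 20 genes, so a mixture is not excluded. The lists for the other genotypes as a whole are short too, at 16 to 51 genes, and were rewritten once because the first version found no markers. A stronger form of the response of the other ICC1510 inoculated libraries may contribute, but the mean correlation across genes of its change with theirs, 0.415, lies between the values that would favour or exclude it, and genes are not independent replicates. RNA quality, which the labels do not give, stays open, and so does a difference between plants.

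The identical ICC9002 columns hold the same count in 100% of genes, which fits 1 library deposited under 2 labels, and no biological explanation was tested. Counting the column as 2 samples raised the genes called in ICC9002 from 1 to 31 in edgeR, and from 86 to 418 in DESeq2 with the columns of ICC9002 alone. A lower spread within the inoculated group is a candidate explanation, but a mean shifted toward this library or an added degree of freedom would raise the count as well, and these were not told apart.

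Genes listed at 0 in a whole genotype and counted in others follow a rule. In the 6 genotypes, 0 genes have a larger group sum of 1 to 9, against 347, 369, 243, 309, 497 and 318 genes with 10 to 19 in ICC1510, ICC2072, ICC9002, ICC11664, PBA Boundary and Jimbour. This is consistent with low counts set to 0 in each genotype before deposit. Such genes make up 69.7% of the 1080 genes that differ between the 6 genotypes in mock inoculated roots and 72.9% of the 354 that differ between high and low nodulation, against 9.23% of the genes tested, so the filter may account for most of either count. Low or absent expression that a genotype truly has stays open for the same genes. In the PLS-DA selection they make up 26.3%, against 10.5% of the genes in the fit, so the filter may account for a part of that selection, but not for the whole, since the other 1043 genes selected are listed above 0 in every genotype.

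The genes selected by PLS-DA may rest in part on ICC1510 inoculated replicate 2. Without it 2225 genes passed the radius in place of 1415, and 74.2% of the 1415 were among them, against 68.4% to 91.5% without another library. In lists of equal length, 57.3% were selected again without it, the lowest share, against 67.6% to 90.7% without another library, and the variance of the first component fell to 13.5%. A constitutive difference between the genotypes could explain them in part. Among the 1043 selected genes listed above 0 in every genotype, 50.4% had the same direction in mock inoculated roots, against a median of 47.4%, a 95th percentile of 49.9% and at most 53.4% in 10000 random lists of the same size. This is more often than in most random lists, by a small margin. Of these genes 56 were past the adjusted p in mock inoculated roots, and how many differ without inoculation stays open. Australian against Indian origin cannot be told apart from nodulation with a single Indian genotype of low nodulation. ICC11664 lay 30.8% of the way from the 3 high genotypes to Jimbour and PBA Boundary over the genes selected without it, with its libraries at 40.5%, 25.4% and 26.5%, where the mean of the other libraries lies at 42.9%. Whether the difference holds for a genotype outside the selection was not decided either. Classification of left-out genotypes was right for 8 of 17 libraries, all of high genotypes, and for 5 or 6 in most other settings, in a procedure that failed in simulated data with 200 changed genes. Left-out genotypes lay at 54.0% (ICC1510), 89.8% (ICC2072), 73.6% (ICC9002), 30.0% (ICC11664), 55.5% (PBA Boundary) and 85.2% (Jimbour) of the way from the high to the low genotypes. The mean of the other libraries lies at 64.3% for ICC1510 and ICC2072, 60% for ICC9002 and 42.9% for each low genotype, so ICC1510, PBA Boundary and Jimbour lay on the side of their own class and the other 3 did not.

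Mock inoculated libraries with the same replicate number deviate from the mean of their genotype together, with a mean correlation across genes of 0.123 between genotypes (exact permutation over 7776 exchanges of the numbers, p = 0.000257), which argues against chance. It was 0.202 for number 1, -0.0065 for number 2 and 0.172 for number 3, and -0.00044 in inoculated roots (permutation test, p = 0.486). Library size does not explain it, since at most 4 genotypes share the number of the largest or the smallest total. The mean score on the first principal component was -20.5 in number 1, 1.29 in number 2 and 19.2 in number 3. Ca_18399 went with it, being highest in number 1 in 4 genotypes and lowest in number 3 in 6. A shared time of harvest, position or extraction is a candidate explanation that no label allows to be tested, and no biological explanation was tested.

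A few large changes rest on a single library. In 68 genes 1 library exceeds all others at least 10-fold with at least 10 CPM, 9 of them in Jimbour inoculated replicate 3 and 7 in ICC9002 mock replicate 3. Ca_29329 had 1036 CPM in Jimbour inoculated replicate 3 and at most 10.2 elsewhere, and its log2 fold change of 7.37 was 0.37 without it. Ca_11073 had 715 in ICC2072 mock replicate 3 and at most 23.4 elsewhere (log2 fold change -4.93, and -0.44 without it). Ca_08670 had 3394 in ICC11664 mock replicate 2 and at most 72.7 elsewhere (-5.67, and -0.59 without it). In PBA Boundary the log2 fold changes of Ca_05128 and Ca_11344 were 3.91 and 3.43, and 1.05 and 1.34 without inoculated replicate 1. In ICC2072, Ca_12100 rose by 8.92 on the log2 scale, with 1215 and 564 CPM in inoculated replicates 2 and 3, and 2.09 in replicate 1, against at most 1.39 in mock inoculated roots. Ca_05660 rose by 5.95 and Ca_22371 fell by 3.58 in the same genotype. In ICC11664, Ca_16456 and Ca_02184 rose by 3.73 and 3.65 and Ca_21498 fell by 3.22. In PBA Boundary, Ca_25788 fell by 4.06 and Ca_20600 fell by 3.11. With a library left out, their log2 fold changes were -3.49 and -2.04 at the weakest. The other genes called in Jimbour were Ca_19996 (3.08), Ca_20969 (-2.10) and Ca_06443 (4.20), the last named after its value was seen, and the gene called in ICC9002 was Ca_14019 (4.06).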
